# RALYL increases hepatocellular carcinoma stemness by sustaining the mRNA stability of TGF-β2

**DOI:** 10.1038/s41467-021-21828-7

**Published:** 2021-03-09

**Authors:** Xia Wang, Jin Wang, Yu-Man Tsui, Chaoran Shi, Ying Wang, Xin Zhang, Qian Yan, Miao Chen, Chen Jiang, Yun-Fei Yuan, Chun-Ming Wong, Ming Liu, Zeng-yu Feng, Honglin Chen, Irene Oi Lin Ng, Lingxi Jiang, Xin-Yuan Guan

**Keywords:** Cancer, Liver cancer

## Abstract

Growing evidences suggest that cancer stem cells exhibit many molecular characteristics and phenotypes similar to their ancestral progenitor cells. In the present study, human embryonic stem cells are induced to differentiate into hepatocytes along hepatic lineages to mimic liver development in vitro. A liver progenitor specific gene, RALY RNA binding protein like (*RALYL*), is identified. *RALYL* expression is associated with poor prognosis, poor differentiation, and metastasis in clinical HCC patients. Functional studies reveal that *RALYL* could promote HCC tumorigenicity, self-renewal, chemoresistance, and metastasis. Moreover, molecular mechanism studies show that *RALYL* could upregulate TGF-β2 mRNA stability by decreasing N6-methyladenosine (m^6^A) modification. TGF-β signaling and the subsequent PI3K/AKT and STAT3 pathways, upregulated by RALYL, contribute to the enhancement of HCC stemness. Collectively, *RALYL* is a liver progenitor specific gene and regulates HCC stemness by sustaining TGF-β2 mRNA stability. These findings may inspire precise therapeutic strategies for HCC.

## Abstract (web summary)

RALYL is a liver progenitor cell-specific gene but its role in hepatocellular carcinoma (HCC) remains unknown. Here, the authors demonstrate that RALYL regulates HCC stemness through upregulation of TGF-β2 mRNA stability by decreasing N6-methyladenosine modification.

## Introduction

In the last decade, an emerging body of evidence has supported the notion that tumors are hierarchically organized, and may contain a small subpopulation of cells with different biologic features and capabilities to drive tumor initiation and metastasis; these cells are called cancer stem cells (CSCs). Evidence shows that CSCs are responsible for the initiation and development of tumors and are also endowed with tissue progenitor cell features, such as the capabilities to maintain self-renewal and differentiation^1–3^. Signaling pathways regulating normal stem cells development are showed to be associated with cancer development and oncogenesis, such as bcl-2, c-Myc, transforming growth factor beta (TGF-β), Notch, Hedgehog, and Wnt signaling^4–7^. The similarities between CSCs and tissue progenitor cells suggest that understanding the molecular mechanism of normal stem cells could provide insights into CSCs, thereby facilitate the identification of CSC targets for cancer treatment.

Hepatocellular carcinoma (HCC) is one of the most lethal and prevalent cancers worldwide^8,9^. The high mortality rate of HCC is primarily because of its high tumor recurrence and metastasis rates even after eradicating its primary lesion^10^. The concept of CSCs maybe responsible for clinical observations such as tumor recurrence, metastasis, tumor dormancy, and chemoresistance capability^11^. Clinically, HCCs expressing markers of liver progenitor cells such as alpha-fetoprotein (AFP), cytokeratin 7 (CK7), cytokeratin 19 (CK19), and SOX9 that are usually turned out poor outcome and high recurrence rate^12–14^. Further molecular study showed that liver CSCs and liver progenitor cells share similar gene expression patterns such as *AFP*, *CK19*, *EpCAM*, *CD133,* and *CD90*^13^. Thus, investigation of molecular events of liver progenitor cells might help understanding the tumorigenesis in human liver.

Some studies have attempted to induce hepatocytes from several sources, such as embryonic, fetal, and somatic stem cells, by recapitulating the pathways controlling liver development^15,16^. Here, we reported that definitive endoderm (DE), liver progenitor (LP) cells, and premature hepatocytes (PH) could be induced from human embryonic stem (ES) cells by treating cell cultures with certain concentrations of factors^17^. By deep RNA sequencing, we characterized molecular signatures of liver progenitor cells and premature hepatocytes, which may be important to HCC development. Network analysis have revealed several novel specific biomarkers and potential oncogenic drivers, of which, a liver progenitor cell-specific gene, RALY RNA binding protein-like (*RALYL*) was investigated in this study. RALYL is a member of the heterogeneous nucleus ribonucleoprotein (hnRNP) family, which is constituted by RNA-binding proteins involved in transcriptional and post-transcriptional regulation^18–23^. RALYL in particular shows high homology to RALY (hnRNP associated with lethal yellow) and hnRNPC (heterogeneous nuclear ribonucleoproteins C) in the RNA recognition motif^24^. RALY and hnRNPC are reported to regulate the stability of specific transcripts^23–27^. However, the molecular function of RALYL remains unclear. In the present study, we found that RALYL could increase the stemness of HCC by improving the TGF‐β2 mRNA stability via decreasing N6-methyladenosine (m^6^A) modification, which is one of the most common mRNA modification regulating multiple aspects of mRNA biology such as mRNA decay and translation^28,29^. The roles of *RALYL* in liver CSCs may provide potential oncogenic driver, ideal for HCC therapeutic targets.

## Results

### Establishment of an in vitro hepatocyte differentiation model

An in vitro hepatocyte differentiation model was established from ES cells into DE, LP cells, and PH cells (Fig. 1a). Transcriptome sequencing was performed to identify differential expression genes among cells of the four developmental stages together with two normal liver specimens and two HCC clinical samples (NL and HCC). The heatmap of the expression profiles for the selected marker genes for ES, DE, LP, and hepatocytes showed the reliability of this differentiation model (Fig. 1b). As expected, the specific markers were indeed highly expressed in their corresponding stages. qRT-PCR also demonstrated that these specific markers, including ES markers (*OCT4* and *SOX2*), DE markers (*SOX17* and *FOXA2*), LP markers (*CK19* and *AFP*), and hepatocyte markers (*ALB* and *CYP3A4*), were highly expressed in their corresponding stages (Supplementary Fig. 1a). Expression pattern of HCC stemness related markers *CD133*, *c-Myc*, and *EpCAM* were also tested by qRT-PCR in our in vitro liver development model. The results showed that these genes were highly expressed in LP and PH stages (Supplementary Fig. 1a). To identify genes involving stemness regulation, a group of genes encoding nuclear protein that highly expressed in LP stage (Supplementary Fig. 1b) were transiently transfected into MIHA and PLC-8024 cells. Among those genes, *RALYL* was selected for further study because it upregulated stemness-related markers (e.g., *CD133*, *AFP*, *NANOG*, *SOX2*, *EpCAM*, and *c-Myc*) (Supplementary Fig. 1c) and possessed strong ability of spheroid formation (see below). Overexpression of mouse *RALYL* (*mRALYL*) could also upregulate stemness-related genes expression in mouse hepatocyte (Supplementary Fig. 1c). As CD133 is a well-known CSC marker in HCC, CD133^+^, and CD133^−^ cells were separated from Huh7 and Hep3B cells using fluorescence-activated cell sorting (FACS) separately. The expression level of *RALYL* was significantly higher in CD133^+^ Huh7 and Hep3B cells, compared with CD133^−^ cells (Fig. 1c). Furthermore, the subpopulation of CD133^+^ cells was significantly increased in *RALYL* transfected cells than that in the control cells (*P* < 0.01, Fig. 1d). To further assess whether RALYL and CD133 were co-expressed in cells, immunofluorescence (IF) staining was performed in PLC-8024 and MIHA cells transfected by *RALYL* or control plasmid. The results revealed that CD133 was upregulated in most *RALYL*-overexpressing cells (Fig. 1e).

**Fig. 1:**
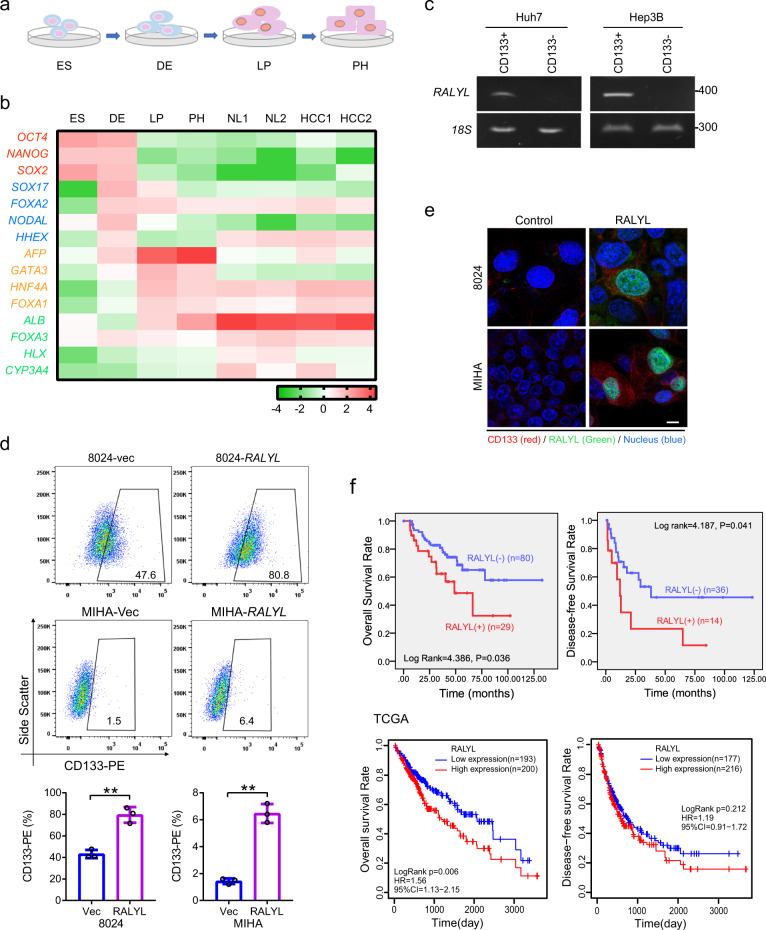
*RALYL* selection and clinical significance. **a** An in vitro hepatocyte differentiation model, which induced human embryonic stem (ES) cells into definitive endoderm (DE), liver progenitor cells (LP) and premature hepatocytes (PH) step by step, was established. Two HCC samples and two normal liver tissues (NL) were also used to perform the transcriptome sequencing. **b** Heatmap of expression profiles for the specific markers for ES (*Oct4*, *Nanog*, and *Sox2*), DE (*Sox17*, *FOXA2*, *Nodal*, and *Hhex*), liver progenitor cells (*AFP*, *Gata3*, *HNF4α*, and *FOXA1*), and hepatocyte (*Albumin*, *FOXA3*, *Hlx*, and *Cyp3a4*) shows the reliability of the hepatic differentiation model. The red represents a higher expression level, and the green represents a lower expression level. **c** RT-PCR analysis showed higher *RALYL* expression in CD133^+^ cells than in CD133^−^ cells, which was sorted by FACS from Huh7 or Hep3B cells. **d** The proportions of CD133^+^ cells in 8024-Vec/*RALYL* and MIHA-Vec/*RALYL* were assessed by flow cytometry and illustrated in bar chart. The values indicate the mean ± standard deviation (SD) of three independent experiments (**P < 0.01, Student *t*-test). **e** Representative images of double immunofluorescence staining of RALYL (green) and CD133 (red) in 8024-Vec/*RALYL* and MIHA-Vec/*RALYL*. DAPI (blue) was used for nuclei counterstaining. Scale bar = 10 μm. **f** Kaplan–Meier overall survival curve and disease-free survival curve of two HCC groups in our in-house cohort or The Cancer Genome Atlas (TCGA) cohort: *RALYL*(+) (red), patients with *RALYL* expression; *RALYL*(–) (blue), patients without *RALYL* detection.

### Clinical significance of *RALYL* in HCC

Expression of *RALYL* in immortalized liver cell lines and HCC cell lines were examined using RT-PCR and western blotting. The results showed that *RALYL* was expressed in high level in Huh7, Hep3B, and H2M cells (Supplementary Fig. 1d). Immunofluorescence results showed that the endogenous *RALYL* protein was mainly localized to the nucleus in Huh7, Hep3B, PLC-8024, and LO2 cells (Supplementary Fig. 1e). Expression of *RALYL* was also tested in 117 pairs of HCCs using qRT-PCR. Based on *RALYL* expression level, HCC patients were divided into two groups: *RALYL* expression group (31/117) and *RALYL* absence group (86/117). Clinical association study found that *RALYL* expression was significantly correlated with poorer differentiation state (Pearson *χ*^2^ test, *P* = 0.044), cirrhosis (Pearson *χ*^2^ test, *P* = 0.047), vascular invasion (Pearson *χ*^2^ test, *P* = 0.020), metastasis (Pearson *χ*^2^ test, *P* = 0.032), and the expression of CD133 (Pearson *χ*^2^ test, *P* = 0.003) (Table 1). Kaplan–Meier survival analysis showed that the expression of *RALYL* was significantly associated with worse overall survival (OS) and disease-free survival (DFS) rates (Fig. 1f). Similar results were also observed in TCGA database (Fig. 1f). Cox proportional hazard regression analysis showed that *RALYL* expression was an independent prognostic factor for overall survival of HCC patients (*P* = 0.047; Table 2).

**Table 1:** Association between *RALYL* expression and clinicopathologic features in 117 HCC cases.

Features	Total	*RALYL* expression^a^		*P*-value
		Absent	Present	
*Sex*				0.985
Male	98	72	26	
Female	19	14	5	
*Age (years)*				0.812
≤60	96	71	25	
>60	21	15	6	
*Serum AFP (ng/mL)*				0.075
≤400	65	52	13	
>400	52	34	18	
*Serum HBsAg*				0.643
Negative	16	11	5	
Positive	101	75	26	
*Cirrhosis*				**0.047**
Absent	36	22	14	
Present	80	63	17	
*Differentiation*				**0.044**
Well/moderate	67	54	13	
Poor	50	32	18	
*Tumor size*				0.205
≤5	49	39	10	
>5	68	47	21	
*TNM stage (AJCC)*				0.559
I	84	63	21	
II/III	33	23	10	
*Vascular invasion*				**0.020**
Absent	102	78	24	
Present	13	6	7	
*Metastasis*				**0.032**
Absent	57	47	10	
Present	60	39	21	
*CD133*				**0.003**
Low	78	64	14	
High	39	22	17	
*TGF-β2*				**0.029**
Absent	72	58	14	
Present	45	28	17	

Pearson *χ*^2^ test.

Statistical significance (*P* < 0.05) is shown in bold.

#Partial data are not available, and the statistic was based on available.

^a^*RALYL* absent: Samples without *RALYL* detection by qRT-PCR; *RALYL* present: Samples detected with *RALYL* expression by qRT-PCR.

**Table 2:** Cox proportional hazard regression analyses for 5-year survival.

Clinicopathological features	Multivariate analysis			Un-variate analysis		
	HR	95% CI	*P* value	HR	95% CI	*P* value
*Age*						
<60 years vs. >60 years	0.487	0.316–1.728	0.485	0.079	0.444–2.960	0.778
*Gender*						
Male vs. female	0.239	0.220–2.483	0.625	0.264	0.268–2.159	0.607
*TNM stage*						
I vs. II and III	0.434	0.281–1.879	0.510	11.751	0.158–0.605	**0.001**
*Tumor size*						
≤5 cm vs. >5 cm	0.985	0.718–2.753	0.321	0.659	0.379–1.495	0.417
*Differentiation*						
Poor vs. well	4.579	0.192–0.930	**0.032**	7.244	0.164–0.752	**0.007**
*Cirrhosis*						
Absent vs. present	0.322	0.282–2.009	0.570	2.579	0.852–4.993	0.108
*Vascular invasion*						
Absent vs. present	3.283	0.115–1.089	0.070	21.503	0.291–13.916	**<0.001**
*RALYL expression*						
Absent vs. present	3.936	0.245–0.992	**0.047**	4.204	0.344–0.969	**0.040**
CD133 upregulation						
No vs. yes	4.670	0.218–0.928	**0.031**	5.057	0.236–0.906	**0.025**
*TGF-β2 upregulation*						
No vs. yes	0.369	0.347–1.746	0.543	9.186	0.183–0.695	**0.002**

Cox regression analysis. Statistical significance (*P* < 0.05) is shown in bold. CI, confidence interval; HR, hazard ratio.

*CI* confidence interval, *HR* hazard ratio.

### *RALYL* has strong tumorigenic ability

To investigate the role of *RALYL* in tumorigenicity, *RALYL* was cloned into a lentiviral vector and stably transfected into PLC-8024, MIHA, and LO2 cells. The ectopic expression of *RALYL* was confirmed in both mRNA and protein levels (Fig. 2a and Supplementary Fig. 2a). XTT proliferation assays showed that the overexpression of *RALYL* promoted tumor cell proliferation (Fig. 2b and Supplementary Fig. 2b). In contrast to control cells, *RALYL*-overexpressing cells showed higher foci formation frequencies (Fig. 2c and Supplementary Fig. 2c) and colony formation capacity in soft agar (Fig. 2d and Supplementary Fig. 2c), indicating that *RALYL* could significantly enhance tumor cell growth in both anchorage-dependent and anchorage-independent manners. In addition, *RALYL* expression was silenced in Huh7, H2M, and Hep3B cells with two short hairpin RNAs (shRNA) (Fig. 2a and Supplementary Fig. 2a). As expected, *RALYL* silencing significantly suppressed cell proliferation (Fig. 2b and Supplementary Fig. 2b), foci formation efficiencies (Fig. 2c and Supplementary Fig. 2c), and colony formation in soft agar (Fig. 2d and Supplementary Fig. 2c).

**Fig. 2:**
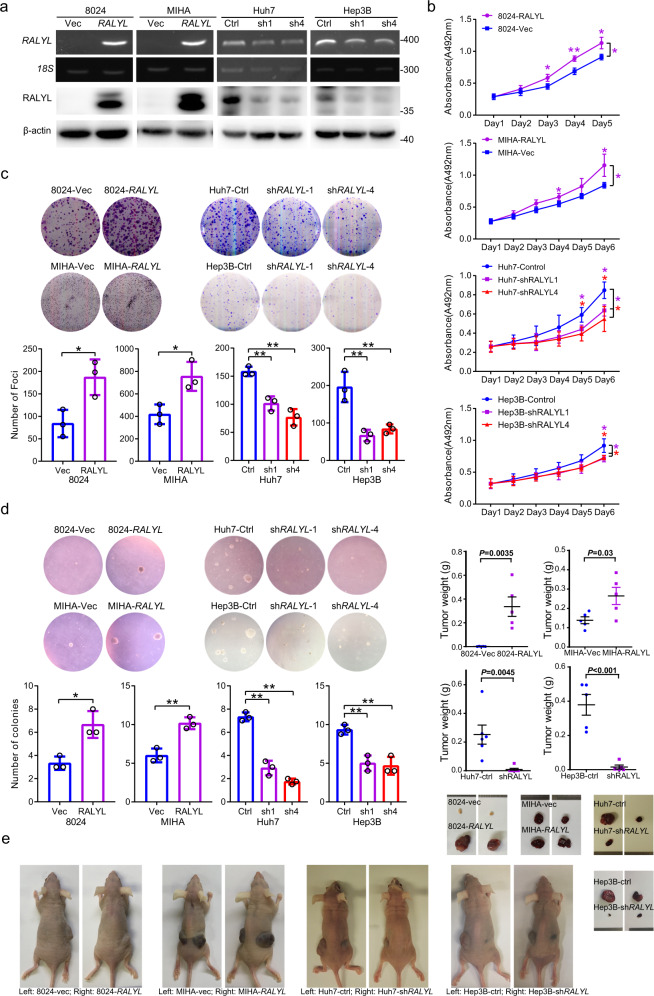
*RALYL* shows strong tumorigenic ability. **a** RT-PCR and western blotting showed ectopic expression of *RALYL* in cells transfected with *RALYL* or control plasmid, and *RALYL* silencing in cells treated with scrambled shRNA (Control: Ctrl) or shRNA against *RALYL* (sh*RALYL*-1: sh1; sh*RALYL*-4: sh4). 18S and β-actin were used as loading controls. **b** XTT assay was used to determine the cell proliferation rates. The values indicate the mean ± SD of three independent experiments. *P* value was shown as *(*P* < 0.05) or **(*P* < 0.01) at some time points and highlighted in the color same with the line of corresponding experiment group (* in purple: 8024-*RALYL* vs. 8024-Vec, MIHA-*RALYL* vs. MIHA-Vec, Huh7-sh*RALYL*1 vs. Huh7-Control, Hep3B-sh*RALYL*1 vs. Hep3B-Control; * in red: Huh7-sh*RALYL*4 *vs* Huh7-Control, Hep3B-sh*RALYL*4 vs. Hep3B-Control, independent Student’s *t*-test). Representative images of foci formation (**c**) and colony formation in soft agar (**d**) induced by 8024-Vec/*RALYL*, MIHA-Vec/*RALYL*, Huh7-Control/sh*RALYL* and Hep3B-Control/sh*RALYL*. The numbers of foci and colonies are illustrated in bar chart. The values indicate the mean ± SD of three independent experiments (*P < 0.05; **P < 0.01, two-sided Student’s *t*-test). **e** Representative images of mice with tumors induced by the indicated cells. Weights of tumors are expressed as mean ± SD of five mice (independent Student’s *t*-test).

The mouse xenograft model, after subcutaneous injection, showed that tumors induced by *RALYL*-overexpressing cells were much larger than those induced by control cells (Fig. 2e and Supplementary Fig. 2d). Furthermore, the frequency of tumor formation was decreased in cells with *RALYL* silencing (1/6 in Huh7 and 3/5 in Hep3B), compared with scrambled shRNA-transfected cells (6/6 in Huh7 and 5/5 in Hep3B) (Fig. 2e). The tumor volume was also significantly smaller in tumors induced by sh*RALYL*-transfected cells than in those induced by control cells (Fig. 2e).

### *RALYL* promotes cell motility and metastasis by inducing EMT

The effect of *RALYL* on tumor invasion and metastasis was characterized by cell migration, invasion, and in vivo liver metastasis assays. Cell migration and invasion assays revealed that overexpression of *RALYL* significantly (*P* < 0.05) enhanced HCC cell motility (Fig. 3a and Supplementary Fig. 3a). As expected, *RALYL* silencing significantly (*P* < 0.05) prevented HCC cell motility (Fig. 3b and Supplementary Fig. 3b). The in vivo liver metastatic model, 10 weeks after intrasplenic injection, showed that all five mice injected with *RALYL*-transfected PLC-8024 cells had metastatic nodules on their liver surfaces, whereas only a few metastatic nodules were observed in 2/4 of mice in the control group (Fig. 3c). In addition, no metastatic nodules were observed in sh*RALYL*-transfected cells, whereas multiple metastatic nodules were formed on the liver surfaces in the control group (Fig. 3c). H&E staining was used to further confirm the liver metastasis lesions (Fig. 3c). Taken together, these findings strongly suggested that *RALYL* could promote HCC metastasis.

**Fig. 3:**
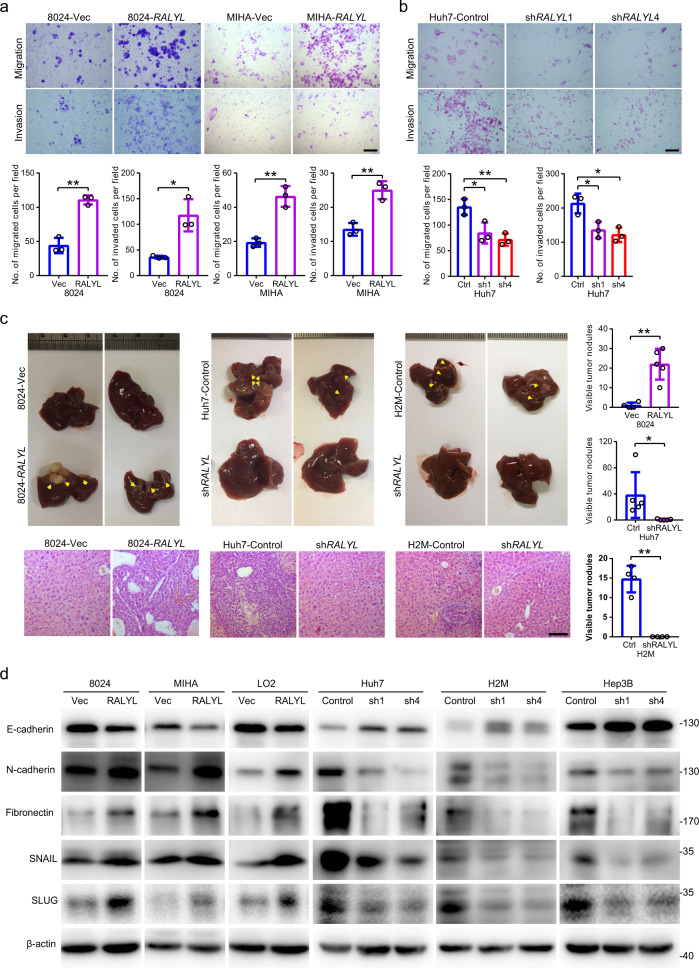
*RALYL* promotes HCC migration, invasion and metastatic ability. Cell motilities of 8024-Vec/*RALYL*, MIHA-Vec/*RALYL* (**a**) and Huh7-Control/sh*RALYLs* (**b**) were assessed by transwell migration and matrigel invasion assays. The number of migrated or invaded cells is shown in the bar chart. The values represent the mean ± SD of three independent experiments (*P < 0.05, **P < 0.01, two-sided Student’s *t*-test). Scale bar = 200 μm. **c** Representative images of livers derived from nude mice after intrasplenic injection of indicated cells (up) and representative H&E staining of the corresponding liver sections (down). Scale bar = 200 μm. The number of metastatic nodules on the liver surface (indicated by yellow arrows) is summarized in the bar charts (right) and represent mean ± SD of four mice of PLC-8024-Vec, five mice of PLC-8024-RALYL, five mice of Huh7-Control or shRALYL, and four mice of H2M-Control or shRALYL (*P < 0.05, **P < 0.01, independent Student’s *t* test). **d** The protein expression level of E-cadherin, N-cadherin, fibronectin, SNAIL, and SLUG of cells transfected with Vec and *RALYL*, or Control and sh*RALYL*s.

During the epithelial–mesenchymal transition (EMT) process, epithelial cells acquired migratory and invasive mesenchymal properties, which contributes to tumor metastasis. Western blotting revealed that *RALYL* could downregulate the expression of epithelial marker (E-cadherin) and upregulate the mesenchymal markers (N-cadherin and Fibronectin) (Fig. 3d). As expected, *RALYL* knockdown could upregulate epithelial markers and downregulate mesenchymal markers. EMT-related transcription factors, such as SNAIL and SLUG, were also upregulated in *RALYL*-overexpressing cells and downregulated in *RALYL-*silencing cells, indicating that *RALYL* could promote EMT (Fig. 3d).

### *RALYL* enhances the stemness characteristics of HCC

As *RALYL* is specifically expressed in liver progenitor cells and premature hepatocytes stages, we hypothesized that *RALYL* might regulate HCC stemness. Next, the effects of *RALYL* on cancer stemness were investigated by both in vitro and in vivo assays. First, western blotting results indicated that *RALYL* overexpression could upregulate stemness-related markers AFP, CD133, NANOG, SOX2, and c-Myc (Fig. 4a and Supplementary Fig. 4a), whereas *RALYL* silencing decreased the expression of these genes (Fig. 4a and Supplementary Fig. 4a). Second, the spheroid formation assay showed that the upregulation of *RALYL* significantly (*P* < 0.05, Student’s *t-*test) enhanced primary and secondary spheroid formation frequencies, compared with control cells (Fig. 4b and Supplementary Fig. 4b), indicating that *RALYL*-expressing cells had high self-renewal ability. Expectedly, *RALYL*-silencing cells formed lesser and smaller spheroids than the control cells (Fig. 4b and Supplementary Fig. 4b). Moreover, the *mRALYL* was overexpressed in mouse liver organoid. Results revealed that more and larger mouse liver organoids were observed in *mRALYL* group compared to control group (Supplementary Fig. 4c). Third, the in vivo tumor formation experiment revealed that as few as 50,000 *RALYL*-overexpressing cells were sufficient to generate tumors in nude mice, whereas no tumor was formed when mice were injected with the same amount of control cells (Fig. 4c). To investigate the effect of *RALYL* on cell differentiation, all-trans retinoic acid (atRA) was used to treat cells to induce differentiation. qRT-PCR results found that the fold changes of expressions of mature hepatocyte markers (*CK8*, *CK18*, and *albumin*) were significantly higher in 8024-*RALYL* and MIHA-*RALYL* cell after atRA treatment, compared with 8024-Vec and MIHA-Vec. Whereas, the fold change of expressions of stemness-associated genes (*AFP*, *CD133*, and *NANOG*) and *RALYL* were significantly lower in 8024-*RALYL* and MIHA-*RALYL* cells compared with controls (Fig. 4d), suggesting that *RALYL*-expressing cells possessed higher differentiation potential.

**Fig. 4:**
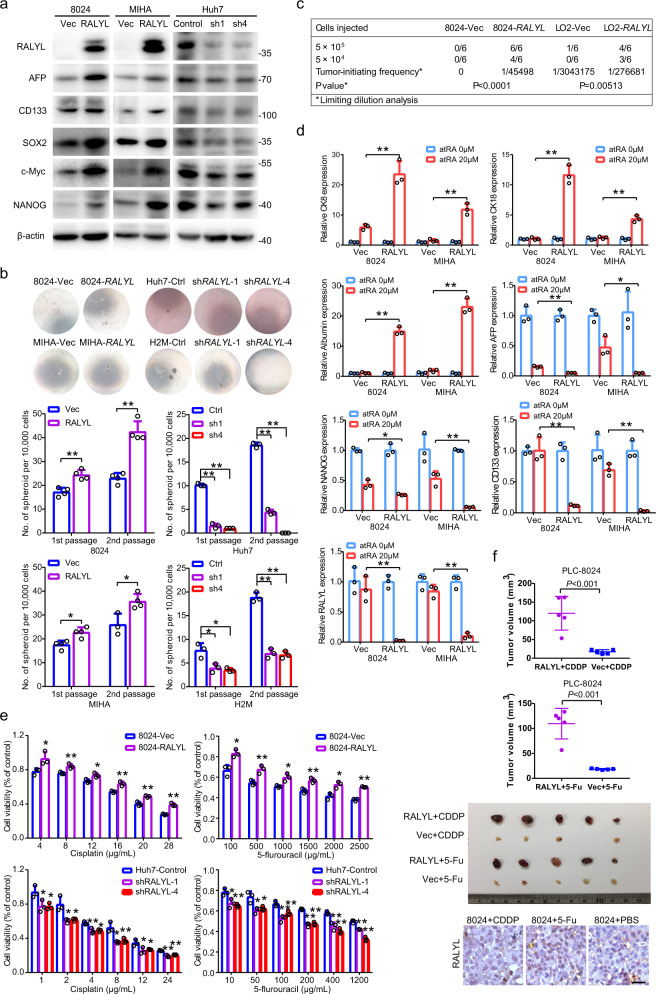
*RALYL* enhances stemness properties of HCC cells. **a** Western blotting was performed to determine the expression of stemness markers in *RALYL*-overexpressing cells and *RALYL*-silencing cells. **b** Spheroid formation assay was used to evaluate the self-renewal ability of 8024-Vec/*RALYL*, MIHA-Vec/*RALYL*, Huh7-Control/sh*RALYLs* and H2M-Control/sh*RALYLs*. The numbers of primary and secondary spheroids are calculated in the bar chart below. The values represent the mean ± SD of three independent experiments (*P < 0.05, **P < 0.01, independent Student’s *t*-test). **c** Limiting dilution assay shows tumor-initiating frequency of 8024-Vec/*RALYL* or LO2-Vec/*RALYL* cells in nude mice. **d** qRT-PCR was used to compare fold change of expressions of stemness-related and liver differentiation-related markers in HCC cells after treating with atRA for 5 days. The values represent the mean ± SD of three independent experiments (*P < 0.05, **P < 0.01, independent Student’s *t*-test). **e** XTT assay reveals stronger chemoresistance ability of cells with higher *RALYL* expression compared with that of lower *RALYL* expression. Cells were treated with the indicated concentration of CDDP and 5-Fu for 48 h. The values represent the mean ± SD of three independent experiments (*P < 0.05, **P < 0.01, two-sided Student’s *t*-test). **f** Representative images of tumors induced by 8024-Vec/*RALYL* treated with indicated drugs (middle). The average tumor volume was expressed as mean ± SD of five mice. Representative images of RALYL IHC staining of PLC-8024-induced tumors treated with indicated reagents (lower right). Scale bar = 32 μm.

### *RALYL* enhances the chemoresistance of HCC cells

Resistance to chemotherapeutic agents is a typical stemness-related property. After treating with two commonly used chemotherapeutic reagents, cisplatin (CDDP) and 5-fluorouracil (5-Fu), at different concentrations, cell viability of *RALYL*-overexpressing cells was significantly higher than that of controls (Fig. 4e and Supplementary Fig. 5a). Flow cytometry results also revealed that the percentage of apoptotic cells was significantly lower in *RALYL*-transfected cells than in controls (Supplementary Fig. 5b). Consistently, TUNEL assay results confirmed that *RALYL*-overexpressing PLC-8024 cells had significantly lower apoptotic index than control cells (Supplementary Fig. 5c). As expected, *RALYL* silencing had opposite effects on the chemoresistance of HCC (Fig. 4e and Supplementary Fig. 5a–c). However, *RALYL* did not enhance resistance to Sorafenib (Supplementary Fig. 5a).

To further confirm that *RALYL* can enhance the chemoresistance of HCC in vivo, nude mice with xenograft tumors, induced by 8024-Vec or 8024-*RALYL* cells, were treated with CDDP (3 mg/kg body weight) or 5-Fu (50 mg/kg body weight) when the tumors at each side reached a similar size about 5 mm in diameter (about 8–10 days). CDDP and 5-Fu were adopted by intraperitoneal injection every four days. The xenograft tumors in the 8024-*RALYL* group grew faster and larger than those in the control group (Fig. 4f). Interestingly, we found that the *RALYL*-expressing cells were significantly enriched in PLC-8024-induced tumor tissues treated with chemotherapeutic reagents (Fig. 4f), indicating that they are more chemoresistant.

### *RALYL* enhances stemness of HCC through TGF-β2 signaling

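The data set holds 1 RNA-seq library of PLC-8024-RALYL cells and 1 of PLC-8024-Vec cells. Both lines derive from PLC-8024, a hepatocellular carcinoma line, infected with a lentivirus that carries the RALYL cDNA or with the empty vector virus. The sample labels name puromycin for the selection of both lines, and the paper's methods name blasticidin for the overexpression vector. Libraries were made from total RNA with an Illumina TruSeq RNA kit, and whether strand was kept is not given in the sources used here. The authors deposited the values as TPM, a measure of transcript abundance scaled to the same total in each library and rounded to 2 decimals, for 58662 features, of which 58233 are Ensembl genes and 429 are loci assembled from the reads. The submitters' processing notes name Bowtie 0.12.2, edgeR and the builds GRCh38.p13 and mm8, with no role for any of them. TPM keeps no read depth, so the depth behind each value is unknown. At least 1 TPM was listed for 14218 features in PLC-8024-Vec and for 14042 in PLC-8024-RALYL. Genes of the mitochondrial genome made up 23.2% of the TPM in PLC-8024-Vec and 18.8% in PLC-8024-RALYL, and protein-coding genes made up 95.5% and 95.8%. From these values the ratio of the libraries was taken as log2 of (TPM + 1) in PLC-8024-RALYL over (TPM + 1) in PLC-8024-Vec, which understates the change of genes with low TPM. With 1 library per condition there is no replicate check on any difference and no p-value is given. A gene is called higher or lower by a rule of size alone, a ratio of at least 1 or at most -1 on the log2 scale, among the 14749 features with at least 1 TPM in at least 1 library. Across the 8025 features with at least 10 TPM in both libraries, the median ratio was 0.09 and the SD across genes was 0.25. Gene lists were fixed before the data were examined, and the median ratio of each list was placed among the medians of 10000 random lists of the same size and matched expression. This percentile describes these 2 libraries and is not a test of the conditions. Genes of a pathway tend to vary together, so a list falls outside the range of random lists more readily than independent genes would.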

To characterize the underlying molecular mechanism of *RALYL* in stemness regulation, transcriptome sequencing was performed to compare expressing profiles between 8024-*RALYL* and 8024-Vec cells. Approximately 450 and 800 genes were upregulated and downregulated in 8024-*RALYL* cells, respectively. 

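RALYL was listed at 0 TPM in PLC-8024-Vec and at 163 TPM in PLC-8024-RALYL. The gene lies on chromosome 8 of GRCh38 from 84182787 to 84921844. By the rule of size, 242 features were higher and 310 were lower in PLC-8024-RALYL, among them 52 and 78 of the 12015 protein-coding genes measured. Among the 15 protein-coding genes with the highest ratios and at least 10 TPM in 1 library was SVIL, which encodes an actin-binding protein, at 8.82 TPM in PLC-8024-Vec and 34.6 TPM in PLC-8024-RALYL (log2 ratio 1.86). NMT1, which attaches myristate to proteins, was the most abundant of the higher genes in this group, with 117 and 288 TPM (log2 ratio 1.28). Also among the 15 were LUZP6, ZBTB25, ZBTB43, CT45A8, FMC1-LUC7L2, TRDMT1, C4orf48, SYDE1, PSKH1 and CCNY, with log2 ratios from 1.95 down to 1.10. At the other end, PRKCQ, which encodes protein kinase C theta, was listed at 40.0 TPM in PLC-8024-Vec and at 0 in PLC-8024-RALYL. The immediate early transcription factors FOS and EGR1 were listed at 74.8 and 108 TPM in PLC-8024-Vec and at 11.7 and 25.0 TPM in PLC-8024-RALYL (log2 ratios -2.58 and -2.07). CHAC1, a glutathione-degrading enzyme induced by amino acid shortage, had a log2 ratio of -2.10, FABP1, the fatty acid-binding protein of hepatocytes, -1.98, and NDRG1, a gene induced by hypoxia, -1.72. CDKL1, TRPM3, USP41, SHCBP1L, GABRE, NREP, HAL, EMP3 and FOSB completed the 15 lowest, with log2 ratios from -2.91 to -1.49. CDKL1 overlaps other genes in 30.9% of its exonic bases, and USP41 is a near copy of USP18. Most features past the rule were of other kinds: 190 of the higher and 232 of the lower ones were not annotated as protein-coding, and 139 in all were pseudogenes. Of the 552 features past the rule, 264 were listed at 0 in 1 library, which passes the rule by construction once the other library has 1 TPM. The exons of LUZP6 lie wholly inside MTPN, whose own log2 ratio was -0.15 (named after its value was seen), and FMC1-LUC7L2 is a read-through of LUC7L2 and FMC1, so both share sequence with their neighbours. With a pseudocount of 0.1 the counts were 430 higher and 565 lower, and with a minimum of 5 TPM they were 83 and 113.

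**Figure D1:**
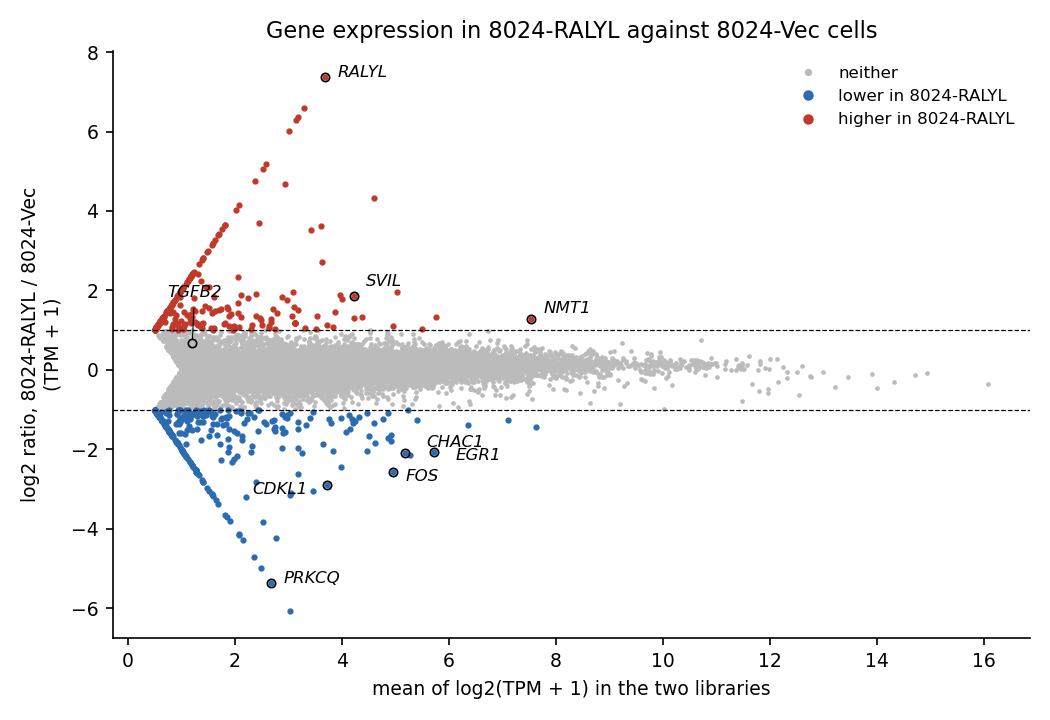
Each point is 1 of the 14749 features with at least 1 TPM in at least 1 library, with the mean of log2(TPM + 1) in the 2 libraries on the x axis and the log2 ratio of PLC-8024-RALYL to PLC-8024-Vec on the y axis. Red points are the 242 features higher and blue points the 310 lower, dashed lines mark ratios of 1 and -1, and the straight edges on the left hold features listed at 0 in 1 library.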

Gene ontology (GO) analysis revealed that most of the upregulated genes were enriched in the transcription, RNA biosynthetic, and RNA metabolic processes (Supplementary Fig. 6a). 

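Regulators of transcription were represented by 3 lists. The zinc finger list held 597 genes with the symbols ZNF, ZFP, ZSCAN, ZKSCAN or ZBTB. Of these 470 were measured, 2 were higher and 0 were lower. The higher ones were ZBTB25, at 3.32 and 15.7 TPM in PLC-8024-Vec and PLC-8024-RALYL, and ZBTB43, at 2.91 and 13.0 TPM. The median log2 ratio of the zinc finger list, 0.06, lay at percentile 99.98 of matched random lists, whose central 95% ran from -0.03 to 0.03. Of 304 measured transcription factors with other symbols, among them the zinc finger factor EGR1, 1 was higher and 4 were lower. The lower ones were FOS, EGR1, FOSB and BHLHE41, the last at 2.38 TPM in PLC-8024-Vec and 0.12 TPM in PLC-8024-RALYL. The median of this list was 0.06, at percentile 81.2. None of the 89 measured subunits of RNA polymerase II, the general initiation factors and Mediator passed the rule of size, and their median of 0.10 lay at percentile 78.3. The medians of the zinc finger and other transcription factor lists turned to -0.03 and -0.02 when ratios were centred on genes with at least 10 TPM, a shift that leaves their percentiles as they are. RNA-processing genes had higher medians with few calls. None of the 145 measured splicing factors passed the rule of size, with a median of 0.16, where the central 95% of random lists ran from 0.06 to 0.13. Among 32 measured hnRNP genes, the family of RNA-binding proteins that includes RALYL, only RALYL itself passed it. The median of the family was 0.24, above all 10000 random lists, and 0.24 without RALYL as well, at percentile 99.96, a setting chosen after the data were seen. RALY was listed at 113 and 137 TPM (log2 ratio 0.28) and HNRNPC at 855 and 933 TPM (0.13). The zinc finger, other transcription factor and RNA polymerase II lists held 3 of the 52 higher protein-coding genes, or 5.77%, and 7.08% of all protein-coding genes measured. Splicing and hnRNP genes added 1, RALYL. At 1.5-fold the 3 lists held 35 of 299, or 11.7%, so the side of this comparison depends on the threshold, a count made after the data were seen. Gene Ontology terms were not used here, and these lists were drawn up by gene symbol.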

KEGG enrichment analysis showed that the upregulation of *RALYL* could regulate TGF-β signaling and increase the expression of TGF-β2 (Supplementary Fig. 6b). qRT-PCR results confirmed that *TGF-β2* was upregulated in *RALYL-*overexpressing cells (8024-RALYL, MIHA-RALYL, and LO2-RALYL) and downregulated in *RALYL*-silencing cells (Huh7-shRALYL, H2M-shRALYL, and Hep3B-shRALYL) (Supplementary Fig. 6c). 

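TGFB2, which encodes the secreted ligand TGF-β2, was listed at 0.82 TPM in PLC-8024-Vec and 1.92 TPM in PLC-8024-RALYL, a TPM ratio of 2.34. The gene (ENSG00000092969) lies on chromosome 1 of GRCh38 from 218346235 to 218444619, and 26.6% of its exonic bases overlap TGFB2-OT1, which was listed at 0 in both libraries and was named after its values were seen. The log2 ratio of TGFB2, 0.68 with a pseudocount of 1, did not pass the rule of size. It lay at percentile 91.8 of the 500 features of all types nearest in mean expression. With a pseudocount of 0.1 the log2 ratio was 1.13, which passes the rule, and 0.68 passes it at 1.5-fold. The other ligands were listed at 6.83 and 6.02 TPM for TGFB1 (log2 ratio -0.16) and at 2.79 and 1.95 TPM for TGFB3 (-0.36). Of 86 TGF-β signaling pathway genes, 62 were measured and none passed the rule of size in either direction. At 1.5-fold 7 were higher and 1 was lower, against 1.54 and 1.76 expected from the size of the list alone, a count made after the data were seen. Their median log2 ratio was 0.07, at percentile 61.1 of matched random lists, and it turned to -0.01 with ratios centred on genes with at least 10 TPM and to -0.02 with rescaled TPM. This list was written from memory of the KEGG pathway, so its membership differs from the one in the paper to an unknown extent. Of 32 measured genes known to respond to TGF-β through SMAD proteins, 1 was higher, SPARC (0.24 and 1.74 TPM), and 1 was lower. SMAD7, the inhibitory SMAD induced by the pathway, was listed at 4.05 and 5.68 TPM and CCN2 at 111 and 79.2 TPM, both named after their values were seen. The median of the responsive genes was -0.10, at percentile 0.43. With a minimum of 5 TPM it lay at percentile 8.17, inside the central 95%. From the KEGG enrichment of the genes it found upregulated (Supplementary Fig. 6b), the paper concludes that RALYL could regulate TGF-β signaling and raise TGF-β2. It then measured TGF-β2 mRNA by qRT-PCR in several overexpressing and silenced lines, and its protein by western blotting. Later sections add assays of TGF-β2 mRNA stability, RALYL binding, m6A and a 3′ UTR reporter. None of these other assays was analysed here.

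**Figure D2:**
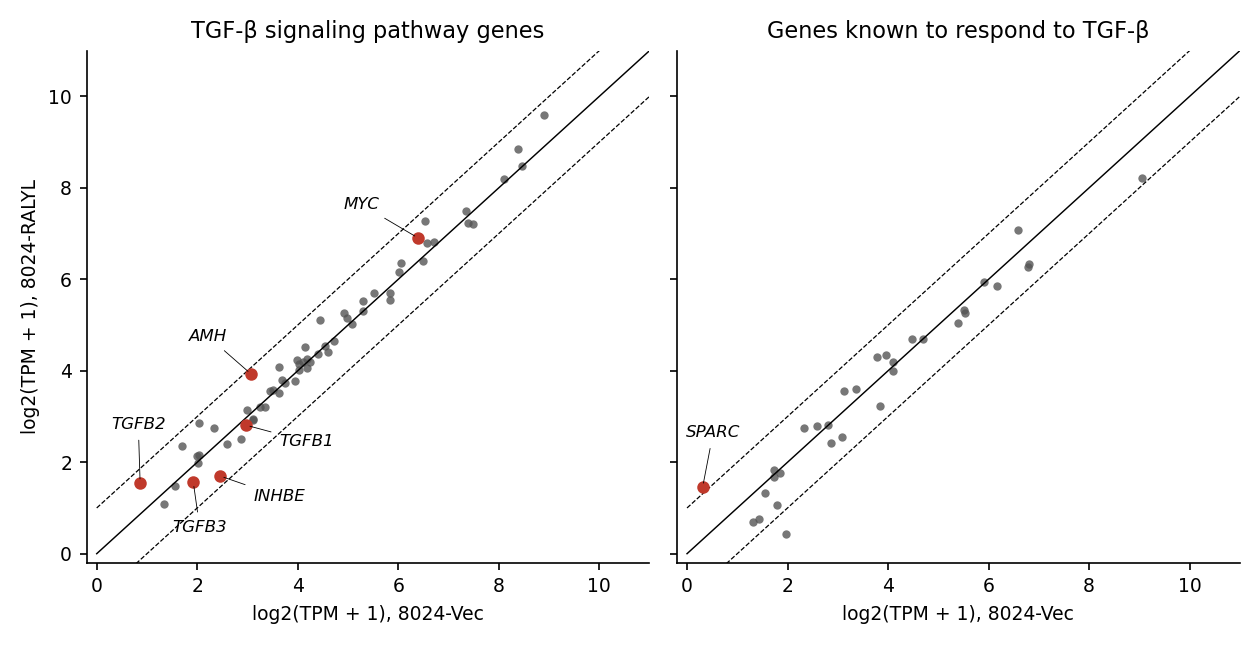
Each point is a measured gene, with log2(TPM + 1) in PLC-8024-Vec on the x axis and in PLC-8024-RALYL on the y axis, for 62 TGF-β signaling pathway genes on the left and 32 TGF-β responsive genes on the right. The solid line marks equal values and the dashed lines a log2 ratio of 1 and -1, with SPARC above and 1 gene below them on the right and no gene outside them on the left.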

Western blotting further showed that TGF-β2 secretion in cell culture supernatants was increased in *RALYL-*overexpressing cells, compared to controls (Fig. 5a). Consistently, *RALYL* overexpression promoted the expression of TGF-β2 in HCC cells, and *RALYL* silencing had opposite results (Fig. 5b and Supplementary Fig. 6d). Previous studies indicated that TGF-β could regulate several stemness-related pathways, such as PI3K/AKT and STAT3 pathways^30,31^. As expected, *RALYL* overexpression increased the levels of AKT, STAT3 and phosphorylated PI3K, AKT, and STAT3 (Fig. 5b and Supplementary Fig. 6d). Consequently, the targets of STAT3, including NANOG, c-Jun, c-Myc, and BCL-XL, which played important roles in stemness of cancer, were also upregulated in *RALYL-*overexpressing cells. *RALYL* knockdown experiments revealed consistent results (Fig. 5b and Supplementary Fig. 6d).

**Fig. 5:**
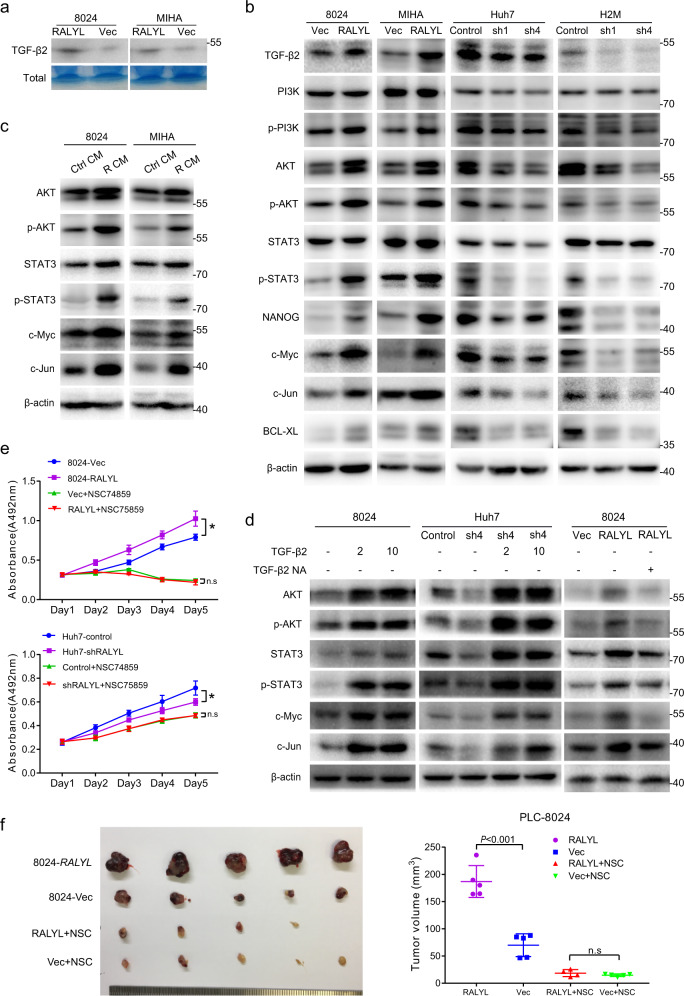
*RALYL* enhances HCC stemness through TGF-β2 signaling. **a** The TGF-β2 secretion level in cell culture medium was confirmed by western blotting. Total proteins staining with Coomassie Brilliant Blue were used as the loading control. **b** Western blotting was performed to determine the expression of TGF-β2, PI3K, phosphorylated-PI3K (p-PI3K), AKT, phosphorylated-AKT (p-AKT), STAT3, p^Y705^STAT3 (p-STAT3), NANOG, c-Myc, c-Jun, and BCL-XL in cell lysates from 8024-Vec/*RALYL*, MIHA-Vec/*RALYL*, Huh7-Control/sh*RALYLs*, and H2M-Control/sh*RALYLs*. **c** PLC-8024 and MIHA cells were treated with conditioned medium from 8024-Vec/*RALYL* or MIHA-Vec/*RALYL*, respectively (Ctrl CM: conditioned medium from Vec transfected cells; R CM: conditioned medium from *RALYL* transfected cells). Cell lysates were analyzed using western blotting to compare the expression levels of AKT, p-AKT, STAT3, p-STAT3, c-Myc, and c-Jun. **d** PLC-8024 and Huh7-sh*RALYL*4 were treated with TGF-β2 at 2 or 10 ng/mL; 8024-*RALYL* cells were treated with TGF-β2-neutralizing antibody at 1 μg/mL. The expression levels of AKT, p-AKT, STAT3, p-STAT3, c-Myc, and c-Jun were determined by western blotting. **e** The XTT assay was used to assess the effect of the STAT3 inhibitor (NSC74859) on the proliferation of 8024-Vec/*RALYL* (NSC74859: 40 μM) and Huh7-Control/sh*RALYL* cells (NSC74859: 20 μM). The values represent the mean ± SD of three independent experiments (*P < 0.05, **P < 0.01, independent Student’s *t*-test). **f** Represen*t*ative images of tumors induced by indicated cells in nude mice treated with NSC74859 once 3 days for 3 weeks. The average tumor volume was expressed as mean ± SD of five mice.

To further validate the hypothesis that HCC stemness could be enhanced through the increased production of TGF-β2 regulated by *RALYL*, PLC-8024, or MIHA cells were treated with a conditioned medium (CM) from *RALYL*-overexpressing or control cells, respectively. The recombinant human TGF-β2 protein was also used to treat PLC-8024 and Huh7-sh*RALYL* cells. As expected, cells treated with CM from *RALYL*-expressing cells and TGF-β2 proteins showed increased levels of phosphorylation of AKT and STAT3 and the downstream targets c-Myc and c-Jun (Fig. 5c, d), whereas, the TGF-β2 neutralization antibody (1 μg/mL) could abolish the activation of AKT and STAT3 induced by *RALYL* in PLC-8024 (Fig. 5d). To confirm the major role of STAT3 in *RALYL*-mediated TGF-β2 signaling, a STAT3 specific inhibitor, NSC74859, was used to treat HCC cells. The results revealed that cells with higher expression levels of *RALYL* were more sensitive to NSC74859 (Fig. 5e). Mouse xenograft models also showed consistent results (Fig. 5f). Taken together, *RALYL* could regulate HCC stemness through STAT3-dependent TGF-β2 upregulation.

### RALYL binds to TGF-β2 mRNA and improves its stability in m^6^A-dependent way

As RALYL has been reported to show high homology to RALY and hnRNPC, which were regulators of the stability of specific transcripts, we next studied whether RALYL could stabilize TGF-β2 mRNA by the treatment with actinomycin D (ActD, 5 μg/mL), an inhibitor of RNA synthesis. The results indicated that TGF-β2 mRNA was more stable in *RALYL*-transfected cells than that in control cells (Fig. 6a). Meanwhile, the stability of GAPDH mRNA, which was used as a negative control, showed no differences (Fig. 6a). The RNA immunoprecipitation (RIP) assay results revealed that TGF-β2 mRNA was significantly enriched in RALYL immune-precipitates compared with the amount of GAPDH mRNA, which served as a negative control (Fig. 6b). Moreover, TGF-β2 mRNA was almost undetected in rabbit IgG immune-precipitates (Fig. 6b), suggesting that RALYL is able to upregulate TGF-β2 by binding to its mRNA and improving its stability.

**Fig. 6:**
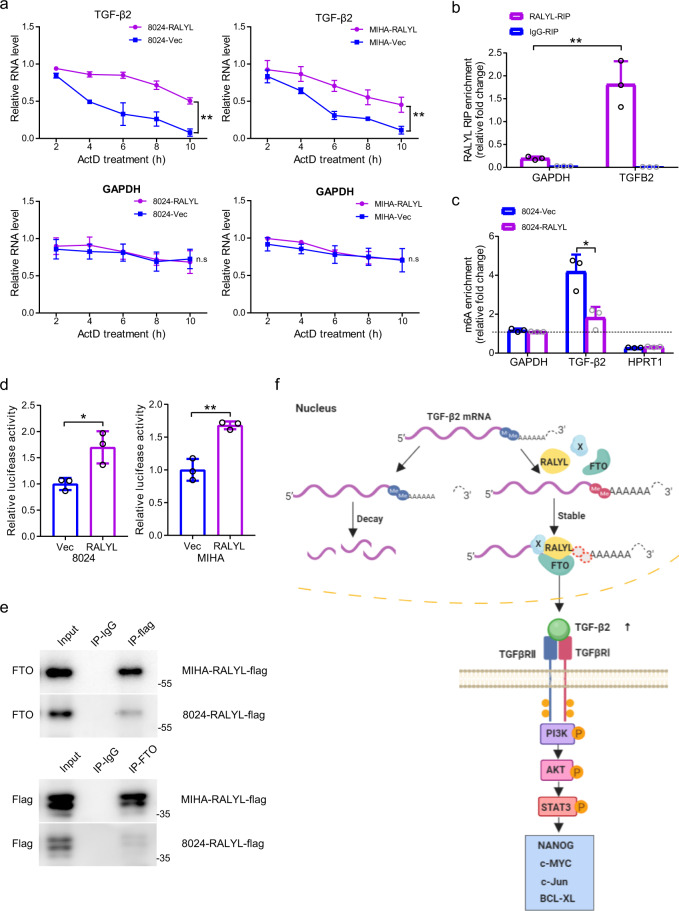
*RALYL* upregulates TGF-β2 mRNA stability depending on m^6^A modification. **a** PLC-8024 and MIHA cells were transiently transfected with Vec or *RALYL* plasmid for 48 h and then treated with ActD for 0, 2, 4, 6, 8, 10 h. The TGF-β2 mRNA level was determined using qRT-PCR and normalized to 18S rRNA. The GAPDH mRNA level was used as a negative control. The values represent the mean ± SD of 3 independent experiments (*P < 0.05, **P < 0.01, independent Student’s *t*-test). **b** RIP assay using total cell lysates of Huh7 cells was used to assess the interaction between *RALYL* and TGF-β2 mRNA. Enrichment of TGF-β2 mRNA in the *RALYL*-containing immunoprecipitated particles was measured using qRT-PCR and normalized to input. **c** m^6^A RIP and qRT-PCR were used to determine the percentage of TGF-β2 mRNA with m^6^A modification in 8024-Vec and 8024-*RALYL* cells (*P < 0.05, Student *t*-test). **d** 3′UTR of TGF-β2 mRNA was fused with firefly luciferase reporter. *RALYL* overexpression augmented the luciferase activity in 8024 and MIHA cells. The values represent the mean ± SD of three independent experiments (*P < 0.05, **P < 0.01, two-sided Student’s *t*-test). **e** The interaction of RALYL with FTO was determined by co-immunoprecipitation with anti-FTO (IP: FTO) and anti-FLAG antibody (IP: FLAG) or IgG (IP: IgG) in *RALYL*-flag-transfected cells. Total cell lysate (Input) was used as a positive control. **f** A schematic diagram illustrating the proposed *RALYL* enhanced stemness-related features in HCC. RALYL could decrease m^6^A modification of TGF-β2 mRNA, thereby maintain its stability by interaction with FTO. By sustaining the secretion of TGF-β2, the PI3K/AKT and STAT3 were activated to increase the stemness of HCC.

The loss of m^6^A methylation was reported to increase the stability of transcripts^32^. To investigate whether RALYL increases TGF-β2 mRNA stability through m^6^A methylation modification, an antibody recognizing m^6^A was used for RNA immunoprecipitation (meRIP) of RNA from *RALYL*-overexpressing cells or control cells. The gene-specific meRIP-qPCR showed significantly lower levels of m^6^A in TGF-β2 mRNA of the *RALYL-*overexpressing cells (Fig. 6c). HPRT1 without m^6^A modification was used as negative control^33^. As m^6^A methylation of mRNA 3′-UTR played an important role in the stability of mRNA, a luciferase reporter assay was performed to validate the interaction between RALYL and 3′-UTR of TGF-β2 mRNA. Cells were transfected with reporter plasmids containing the entire *TGF-β2* 3′-UTR. The relative luciferase activity in *RALYL*-overexpressing cells was significantly augmented compared with control cells (Fig. 6d). To further address whether other m^6^A-regulatory proteins are involved in the m^6^A modification of TGF-β2 mRNA, immunoprecipitation (IP) assay was employed. Interestingly, IP results showed that Fat mass and obesity-associated protein (FTO), a well-known m^6^A eraser, could interact with RALYL (Fig. 6e). Taken together, we concluded that RALYL could cooperate with FTO to remove m^6^A of TGF-β2 mRNA and keep its stability.

## Discussion

HCC is one of the most fatal malignancies, mainly due to its high tumor recurrence, metastasis, and resistance to conventional chemotherapy or radiotherapy. The existence of CSCs is now well accepted, which are considered to be the fundamental cause of these clinical observations, including tumor recurrence, metastasis, and chemoresistance. Thus, understanding the molecular mechanism of CSCs will facilitate the exploitation of clinical therapeutic strategies. Emerging evidence suggests that CSCs and tissue progenitor cells shared many common properties, which are widely applied by histopathologists to define the differentiation level of certain types of tumors^34^. HCC sharing similar gene expression pattern to liver progenitor cells usually carry a poorer prognosis^12^. In the present study, a hepatocyte differentiation model induced from ES was used to identify genes specifically expressed in liver progenitor cells, which should be important in liver development, and play crucial roles in stemness of HCC. Among them, a liver progenitor specific gene *RALYL* was investigated. Clinically, *RALYL* expression is correlated with poor prognosis (*P* = 0.036), poor differentiation (*P* = 0.044), metastasis (*P* = 0.032), *CD133* expression (*P* = 0.003), and *TGF-β2* expression (*P* = 0.029) in HCC patients. The expression of *RALYL*, *CD133,* and *TGF-β2* are closely associated with poor overall prognosis in our in-house cohort (*P*_RALYL_ = 0.036, *P*_CD133_ = 0.021, and *P*_TGF-__β2_ = 0.002) as well as TCGA database (*P*_RALYL_ = 0.006, *P*_CD133_ = 0.004, and *P*_TGF*-*__β2_ = 0.047). Interestingly, *RALYL* expression was significantly higher in CD133^+^ HCC cells. Moreover, overexpression of *RALYL* could increase the proportion of CD133^+^ cells, as well as the expression of stemness-related markers, such as AFP, CD133, NANOG, and c-Myc. All these data indicate that *RALYL* may play important roles in the maintenance of HCC stemness. Functional studies revealed that *RALYL* could enhance tumorigenicity and spheroid formation of HCC cells. AtRA-treated HCC cells revealed that *RALYL*-overexpressing cells possessed higher differentiation ability. Further study showed that *RALYL*-expressing cells are more resistant to CDDP and 5-Fu both in vitro and in vivo. All these results indicate that *RALYL* could upregulate the expression of stemness-related markers; increase stemness properties of HCC, including tumorigenicity, self-renewal, chemoresistance, and maintain HCC cells in a poor differentiation state. Consistent with the clinical association between *RALYL* expression and vascular invasion and metastasis, we also found that *RALYL* could promote HCC invasion and metastasis by promoting the EMT process.

RALYL belongs to the hnRNPs family, which is composed of RNA-binding proteins that are involved in the process of transcriptional and post-transcriptional regulation^27^. Thus, we speculate that RALYL may regulate specific gene expressions by the RNA binding manner. To explore the underlying molecular mechanism of RALYL in stemness regulation, transcriptome sequencing was performed to compare different gene expressions between 8024-*RALYL* and 8024-Vec cells. In line with our speculation, GO analysis revealed that most of the upregulated genes in 8024-*RALYL* cells are involved in the transcription and RNA metabolic processes. KEGG enrichment analysis showed that RALYL could regulate TGF-β signaling and upregulate the expression of TGF-β2. RALYL is reported to be highly homologous to RALY and hnRNPC, which are reported to regulate the stability of specific transcripts^24,25,27^. In this study, we found that RALYL could enhance TGF-β2 mRNA stability by binding to its mRNA. m^6^A is a prevalent internal modification of mRNA in mammalian cells, and is reported to accelerate mRNA decay^28^. We next investigated whether RALYL increases TGF-β2 mRNA stability by modulating m^6^A modification. Interestingly, meRIP-qPCR results indicated lower level of m^6^A in TGF-β2 mRNA was observed in the *RALYL-*overexpressing cells compared with control cells. As reported, m^6^A modification usually presents in the consensus sequence RRACH and the enrichment of m^6^A is commonly observed in 3′ untranslated regions (3′ UTRs) near stop codon, which regulates the stability of mRNA^32^. We found that multiple RRACH sites are located in 3′ UTR of TGF-β2 mRNA. Therefore, we further confirmed the interaction between RALYL and 3′-UTR of TGF-β2 mRNA by luciferase reporter assays. Moreover, we found that FTO, a well-known m^6^A eraser, could also interact with RALYL and might play an important role in m^6^A modification of TGF-β2 mRNA. 

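The 3′ UTR of TGFB2 mRNA is annotated in GENCODE 29 on chromosome 1 of GRCh38 from 218441363 to 218444619. In the principal transcript, ENST00000366930.8, it is 3257 nucleotides long and lies within exon 7, the last exon. It holds 40 RRACH sites (R is A or G, and H is A, C or U), or 12.3 per kb. Shuffling the bases of the 3′ UTR 10000 times gave a mean of 32.5 sites with a central 95% of 23 to 43, so a sequence of this composition holds nearly as many by chance (percentile 92.1). The coding sequence of 1245 nucleotides holds 21 sites, or 16.9 per kb, and the 5′ UTR of 467 nucleotides holds 8, or 17.1 per kb. Of the 3′ UTR sites, 8 start within 400 nucleotides of the stop codon, the first at nucleotide 20 and the next at nucleotide 85. Written as DNA, the most frequent forms are AAACA with 11 sites and AAACT with 8. The form GGACT does not occur in the 3′ UTR and occurs 1 time in the coding sequence, and GGACA occurs 2 times in the 3′ UTR, at nucleotides 1577 and 2760 after the stop codon. Whether any of these adenosines is methylated was not analysed here.

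**Figure D3:**
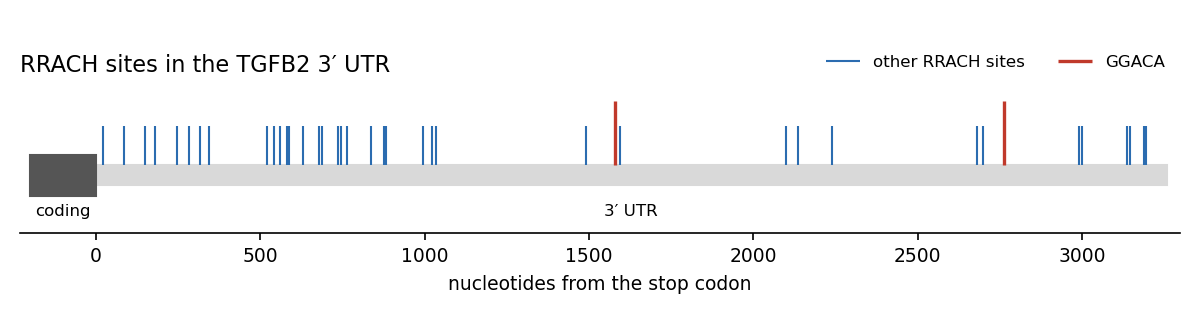
Map of the 3′ UTR of TGFB2 to scale, with nucleotides counted from the stop codon on the x axis and the end of the coding sequence as a dark box. Each blue line is an RRACH site and the taller red lines are the 2 GGACA sites.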

Taken together, RALYL could bind to TGF-β2 mRNA, decreased its m^6^A modification and increased the stability of TGF-β2 mRNA. Consequently, the expression of TGF-β2 was up-regulated and the stemness of HCC was enhanced.

TGF-β plays a crucial role in the self-renewal and maintenance of stemness in the development and differentiation processes of ES and somatic stem cells. The role of the TGF-β family in tumors is complicated, which can either suppress cell proliferation or enhance cell growth and tumor metastasis, in a cellular context depended way^35,36^. Elevated levels of plasma TGF-β in HCC patients are most prominently associated with poor prognosis in HCC^37^. We found that high expression of TGF-β2 was positively correlated with poor differentiation stage (*P* = 0.009), vascular invasion (*P* = 0.014), metastasis (*P* = 0.024) (Supplementary Table 2) as well as *RALYL* expression (*P* = 0.029, Table 1). RALYL could specifically upregulate the expression of TGF-β2, consequently activate the PI3K/AKT and STAT3 pathways, and upregulate the subsequent targets, such as NANOG, c-Myc, and c-Jun. When cells treated with CM from *RALYL*-overexpressing cells or recombinant human TGF-β2 protein, the phosphorylation of AKT and STAT3 were upregulated significantly. Whereas, TGF-β2 neutralization antibody (1 μg/mL) could prevent the activation of AKT and STAT3 induced by *RALYL* overexpression. STAT3 facilitates to maintain the pluripotential phenotype of stem cell and tumor cell proliferation and invasion^30,38^. A STAT3-specific inhibitor, NSC74859, could decrease HCC cells with high *RALYL* expression in cell proliferation and tumor growth. Altogether, *RALYL* increases HCC stemness through STAT3 dependent TGF-β2 signaling.

In summary, we explored the role of *RALYL* in HCC development and demonstrated that *RALYL* could increase the stemness of HCC through TGF-β2 signaling, which could help us to unveil the molecular mechanism of CSCs and inspire strategies targeting to CSCs. Our study also supports that the molecular mechanism of liver progenitor cells could facilitate the understanding of the molecular features of CSCs.

## Methods

### HCC clinical specimens and cell lines

Overall, 117 pairs of primary HCC and their adjacent normal specimens were obtained from patients after hepatectomy at Sun Yat-Sen University Cancer Center (Guangzhou, China). Clinical specimens used in this study were approved by the Committee for Ethical Review of Research Involving Human Subjects at the Sun Yat-Sen University Cancer Center. Human immortalized liver cell lines, i.e., MIHA and LO2, and HCC cell lines, i.e., Huh7, Hep3B, H2M, and PLC-8024 were obtained from the Institute of Virology, Chinese Academy of Medical Sciences (Beijing, China).

### Construction of *RALYL* overexpression and knockdown cells

To evaluate the function of RALYL, full-length human *RALYL* cDNA was cloned into the pLenti6/V5-TOPO and pLenti6/V5-TOPO-3×FLAGlentiviral expression vector (Invitrogen, Carlsbad, CA). Blasticidin (Sigma-Aldrich, St. Louis, MO) was used to select for stably transduced cells. For *RALYL* knockdown assay, two short hairpin RNAs (shRNA) specifically targeting RALYL (shRALYL-1, and shRALYL-4) were cloned into the PLL3.7 lentiviral vector (Addgene). Stably transduced cells were selected by puromycin (Sigma-Aldrich).

### Generation of hepatocyte differentiation model

The derivation of hESCs and their use for research was approved by the ethical committee of the CITIC-Xiangya Reproductive & Genetic Hospital. The chHES-90 cells were established as previously described^39^. In brief, hESC colonies were cultured on human embryonic fibroblasts feeders, which were mitotically inactivated. The hESCs cells were cultured in the medium consisting of knockout DMEM/F12 medium supplemented with 15% knockout serum replacement, 2 mM l-glutamine, 0.1 mM β-mercaptoethanol, 2 mM nonessential amino acids, and 4 ng/mL of basic fibroblast growth factor (Invitrogen). For generation of hepatocyte-like cells, hESCs were passaged onto a feeder free system, and cultured in RPMI-1640 (Life Technologies) supplemented with 100 ng/mL activin A (R&D Systems) and 25 ng/mL Wnt3 a (R&D Systems) for 3 days. To induce hepatic endoderm, cells were grown in KO/DMEM (Life Technologies) supplemented with 25 ng/mL keratinocyte growth factor (R&D Systems) and 2% fetal bovine serum (Gibco) for 2 days, and then further cultured in the KO/DMEM containing 20% SR, 0.1 mM 2-mercaptoethanol, 1 mM glutamine, 1% nonessential amino acids, and 1% dimethyl sulfoxide for 4–7 days. To obtain hepatocyte-like cells, the induced endoderm was cultured in mature medium consisting of 10% FBS, 10 ng/mL hepatocyte growth factor (R&D Systems), 0.5 μM dexamethasone (R&D Systems) and 20 ng/mL oncostatin M (R&D Systems) for 7 more days.

### In vitro functional assays and animals

Tumorigenic capacities in vitro were evaluated by a cell proliferation kit (Roche Diagnostics, Indianapolis, IN), foci formation assay and colony formation assay in softagar. The spheroid formation assay was performed to assess the self-renewal ability. The migrative and invasive abilities of cells were assessed using transwell migration and invasion assays in vitro. A nude mouse xenograft model was used to evaluate tumor formation and chemoresistant ability in vivo. The liver metastatic ability was assessed by intrasplenic injecting HCC cells into nude mice (Supplementary Materials and “Methods” section). All animal experiments were conducted and approved by the Committee on the Use of Live Animals in Teaching and Research (CULATR) at the University of Hong Kong. The BALB/cAnN-nu (Nude) mice were maintained in a specific pathogen-free animal facility at the University of Hong Kong under 12-h light dark cycles, controlled temperature (~22 °C), and 40–60% humidity with free access to food and water.

### Immunofluorescence

First, the cells on the chamber slide were fixed with cold methanol and acetone in 1:1 mixture, followed by blocking using 10% FBS for 30 min at 37 °C. After incubation with primary antibodies overnight at 4 °C, the cells were incubated with FITC-conjugated or PE-conjugated secondary antibodies. After counterstaining with DAPI (Roche Diagnostics), the slides were visualized under Carl Zeiss LSM 700 confocal microscope (Carl Zeiss, NY, USA).

### RNA extraction and quantitative real-time PCR (qRT-PCR)

Total RNA was extracted using the TRIZOL Reagent (Life Technologies). After treating with DNaseI, cDNA was synthesized by reverse transcription (Roche). SYRB Green PCR Kit (Applied Biosystems, Carlsbad, CA) and LightCycler 480 II Real-time PCR Detector (Roche) were used for qRT-PCR analysis. All qRT-PCR reactions were tested in triplicates. Primers used in this study are listed in Supplementary Table 3.

### Western blot analysis

Quantified protein lysates were resolved on SDS-PAGE, transferred onto a polyvinylidenedifluoride (PVDF) membrane (Millipore), and then blocked with 5% non-fat milk in Tris-buffered saline-Tween 20 (TBS-T) for 1 h at room temperature. The blocked membrane was then incubated with primary antibody diluted 1:1000 in 5% bovine serum albumin in TBS-T at 4 °C overnight. All antibodies used are listed in Supplementary Table 4. After washing with TBS-T, the membrane was incubated for 1 h with horseradish peroxidase (HRP)-conjugated secondary antibody. A complex of primary and secondary antibodies-labeled proteins were detected by enhanced chemiluminescence (ECL) system followed by exposure to Amersham Imager 600 (GE Healthcare).

### Cell sorting

PE-conjugated anti-human CD133 antibody (MiltenyiBiotec, BergischGladbach, Germany) was used for cell sorting. The PE-conjugated isotype mouse immunoglobulin G1b (MiltenyiBiotec) was used as the control. For positively stained cells, only the top 15% most brightly stained were selected as CD133-positive populations. Meanwhile, the bottom 15% most dimly stained cells were selected as CD133-negative cells. Samples were sorted using the FACS Aria I Cell Sorter (BD Biosciences).

### Chemotherapy-induced cytotoxicity and apoptotic assay

Chemotherapy-induced cytotoxicity (CDDP, 5-FU, Sorafenib) was determined by XTT Cell Proliferation Assay (Roche Diagnostics) according to the manufacturer’s instructions. The apoptotic assay was determined by flow cytometry. After treating with CDDP or 5-FU for 48 h, the cells were collected and double stained with FITC-conjugated Annexin-V and PI provided in the BD apoptosis detection kit (BD Biosciences). All results are expressed as mean ± SD of three independent repeats. The analysis was performed using the FACS Canto II Analyzer (BD Biosciences) and FlowJo software (Tree Star).

### RNA stability assay

PLC-8024 and MIHA were transfected with *RALYL* and control plasmids. *RALYL* was highly expressed in PLC-8024 and MIHA 48 h after transfection. Thereafter, those cells were treated with Actinomycin D (Sigma-Aldrich) at 5 μg/mL. The time courses of samples with Actinomycin D treatment (0, 2, 4, 6, 8, and 10 h) were used for RNA extraction. RNA was reversed transcription and analyzed by quantitative real-time PCR (qRT-PCR).

### RNA immunoprecipitation (RIP)

The RIP-Assay Kit (MBL, Japan) was used for pulling down mRNA complexes according to the manuscript’s instruction. Briefly, 5 × 10^7^ cells in 15-cm dish were harvested and lysed in lysis buffer. After preclearing with 25 μL of protein A agarose beads (GE Healthcare) for 1 h at 4 °C, 10 μL of the supernatant was saved as input, and the remaining supernatant was incubated overnight at 4 °C with protein A agarose beads coated with either 15-μg anti-*RALYL* (Sigma-Aldrich) antibody or normal rabbit IgG polyclonal antibody (MBL). Next, RNA was isolated from the antibody-immobilized protein A agarose beads-RNP complex. RNAs enriched in the RNP complex were analyzed using qRT-PCR.

### Gene-specific m^6^A qPCR

An antibody recognized m^6^A was used for RIP using MBL RIP-Assay Kit as described in the RNA immunoprecipitation section. qRT-PCR was performed to evaluate the relative abundance of specific mRNA in m6A RIP complexes, and input samples between the *RALYL*-overexpression and control cell lines. The HPRT1 mRNA without m^6^A modification was chosen as internal control.

### Luciferase reporter assay

pmirGlo luciferase expression system was purchased from Promega Corporation (Australia) and performed according to the manufacturer’s instructions. TGF-β2 reporter plasmid was cloned by inserting the full-length TGF-β2-3′UTR after the Firefly luciferase (F-luc) coding sequence. Cells seeded in 96-well plate were transfected with 100 ng of F-luc-TGF-β2-3′UTR fusion reporter plasmid. After 72 h, cells were analyzed with Dual-Glo Luciferase system (Promega). Firefly luciferase (F-luc) activity was used to evaluate the effect of m^6^A modification on TGF-β2-3′UTR. Renilla Luciferase (R-luc) was used to normalize the transfection efficiency of the reporter plasmid.

### Statistical analysis

The SPSS version 17.0 (SPSS, Inc., Chicago, IL) was used for data analysis. Patients’ survival rates were analyzed using Kaplan–Meier plots and log-rank tests. The correlations between *RALYL*, CD133, TGF-β2, and different clinicopathological parameters were evaluated using Pearson’s *χ*^2^ test. Univariable and multivariable Cox proportional hazard regression models were used to analyze independent prognostic factors. The frequency of CSCs with tumor initiation capabilities was calculated using limiting dilution assay in the ELDA software^40^. Data are presented as the mean ± SD of three independent experiments. Results were considered statistically significant for *P* values <0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All data supporting the findings of this study are available within the paper and its supplementary information files. The raw and processed sequencing data are available in Gene Expression Omnibus under accession GSE163601. Source data are provided with this paper. All relevant data are available from the authors on reasonable request.

## Source data

Source data file

# Supplementary material for: RALYL increases hepatocellular carcinoma stemness by sustaining the mRNA stability of TGF-β2
**Source:** Nat Commun. 2021 Mar 9;12:1518. doi: 10.1038/s41467-021-21828-7
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY INFORMATION

RALYL increases hepatocellular carcinoma stemness by sustaining the mRNA stability of TGF- β 2

Xia Wang,^{1, 2, 3} Jin Wang,⁴ Yu-Man Tsui,^{2,3} Chaoran Shi,^{1, 2} Ying Wang,^{1, 2, 5} Xin Zhang,^{2,3} Qian Yan,^{1, 2} Miao Chen,^{1, 2} Chen Jiang,^{1,6,7} Yun-Fei Yuan,⁶ Chun-Ming Wong,^{2,3} Ming Liu^{1,2, 8} Zeng-yu Feng,⁹ Honglin Chen,¹⁰ Irene Oi Lin Ng,^{2,3} Lingxi Jiang,^{2, 9*} and Xin-Yuan Guan^{1, 2*}

¹Department of Clinical Oncology, ²State key Laboratory of Liver Research, ³Department of Pathology, and ⁴School of Biomedical Sciences, Li Ka Shing Faculty of Medicine, The University of Hong Kong, Hong Kong, China. ⁵Department of Radiation Oncology, ⁶State Key Laboratory of Oncology in Southern China, and ⁷Department of Pathology, Sun Yat-Sen University Cancer Center, Guangzhou, China. ⁸Affiliated Cancer Hospital and Institute of Guangzhou Medical University, Guangzhou Municipal and Guangdong Provincial Key Laboratory of Protein Modification and Degradation, School of Basic Medical Sciences, Guangzhou Medical University, Guangzhou, China. ⁹Department of General Surgery, Ruijin Hospital, Shanghai JiaoTong University School of Medicine, Shanghai, China. ¹⁰Department of Microbiology, Li Ka Shing Faculty of Medicine, The University of Hong Kong, Hong Kong, China.

Supplementary Figures

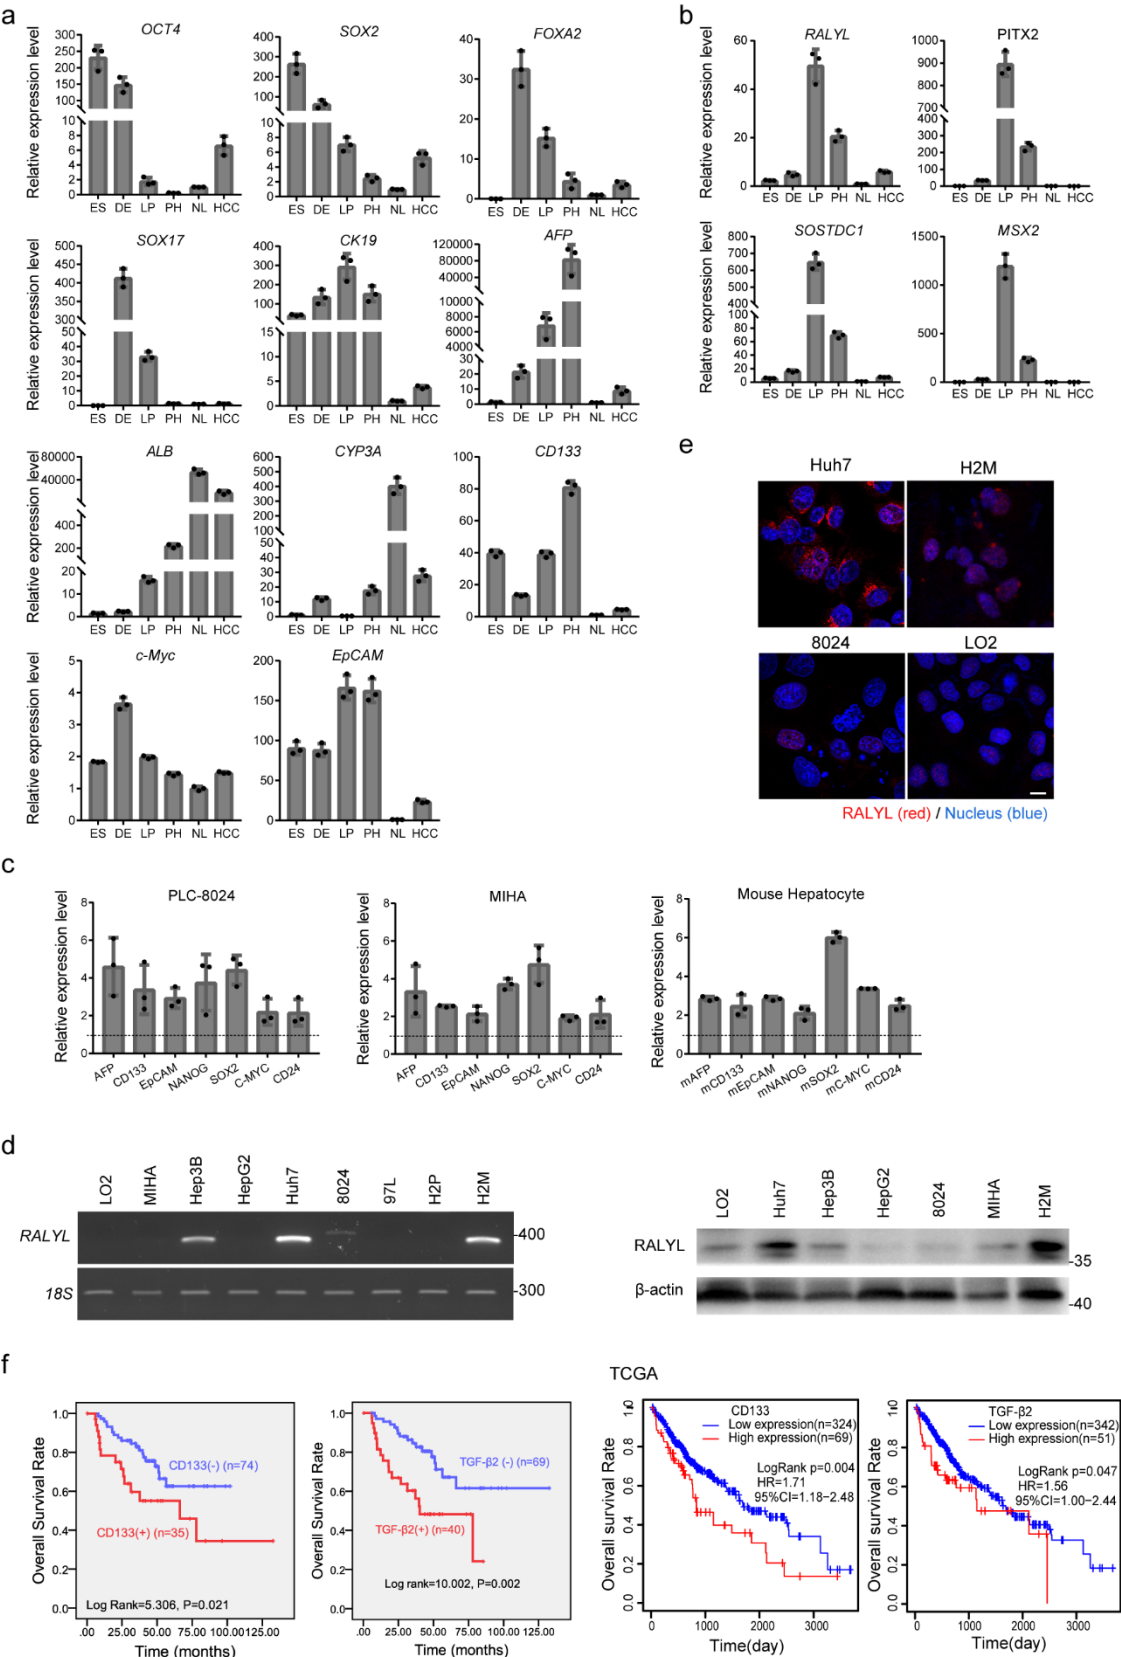

Supplementary Figure 1. *RALYL* selection. (a) The expression pattern of *OCT4*, *SOX2*, *FOXA2*, *SOX17*, *CK19*, *AFP*, *ALB*, *CYP3A4*, *CD133*, *c-Myc* and *EpCAM* was validated using qRT-PCR to confirm the reliability of the hepatic differentiation model. The values represent the mean $\pm$ SD of 3 independent experiments (* P <0.05, ** P <0.01, independent Student's t test). (b) The expression pattern of *RALYL* and other candidate genes, including *PITX2*, *SOSTDC1*, and *MSX2*, were confirmed using qRT-PCR. (c) qRT-PCR was performed to detect the relative expression levels of CSC- and stemness-related markers, including *AFP*, *CD133*, *NANOG*, *SOX2*, *c-Myc*, and *CD24*, in PLC-8024, MIHA and mouse hepatocyte with *RALYL* overexpression or not. The values represent the mean $\pm$ SD of 3 independent experiments (* P <0.05, ** P <0.01, independent Student's t test). (d) Expression of *RALYL* in immortalized liver cell lines (MIHA and LO2) and HCC cell lines was determined using RT-PCR and western blotting. *18s* and β -actin were used as loading controls separately. (e) Immunofluorescence (IF) staining of *RALYL* (red) was performed in four cell lines: Huh7, H2M, PLC-8024, and LO2. DAPI (blue) was used for nuclei counterstaining. Scale bar = 10 μ m. (f) Kaplan-Meier overall survival curve of two HCC groups in our in-house cohort or TCGA cohort: CD133(+) (red), patients with higher CD133 expression; CD133(–) (blue), patients with lower CD133 expression. TGF- β 2(+) (red), patients with higher TGF- β 2 expression; TGF- β 2(–) (blue), patients with lower TGF- β 2 expression.

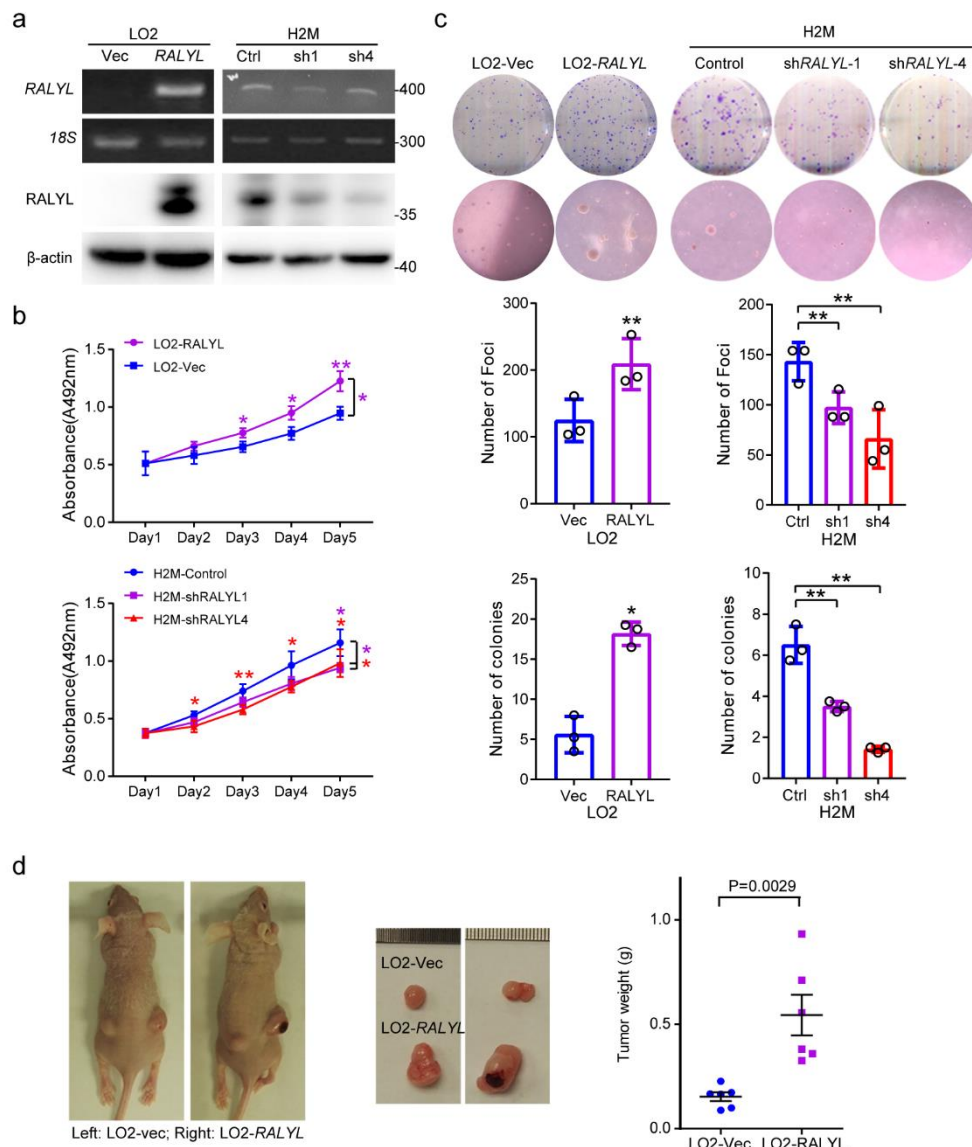

Wang et al. Supplementary Figure 2

Supplementary Figure 2. *RALYL* promotes the tumorigenic ability of HCC. (a) Ectopic expression of *RALYL* in *RALYL*- or Vec-transfected LO2 cells and *RALYL* silencing in H2M cells treated with scrambled shRNA (Ctrl: Control) or shRNA against *RALYL* (sh*RALYL*-1: sh1; sh*RALYL*-4: sh4) were confirmed using RT-PCR and western blotting. *18S* and β -actin were used as loading controls separately. (b) The cell growth rates were examined with the XTT assay. The values represent the mean $\pm$ SD of 3 independent experiments. *P* value was shown as *($P < 0.05$) or **($P < 0.01$) at some time points and highlighted in the color same with the line of corresponding experiment

group (purple asterisks represent LO2-*RALYL* vs LO2-Vec, H2M-sh*RALYL*1 vs H2M-Control; red asterisks represent H2M-sh*RALYL*4 vs H2M-Control). (c) Representative images of foci formation (up) and colony formation in soft agar (low) induced by LO2-Vec/*RALYL* and H2M-Control/sh*RALYL*s. The numbers of foci and colonies are shown in the bar chart below. Values indicate the mean standard deviation of 3 independent experiments (*P < 0.05, **P < 0.01, two-sided Student's t-test). (d) Representative images of mice with tumors induced by LO2-Vev/*RALYL*. Tumor weights are summarized in the dot plot (right) which express as mean $\pm$ SD of 6 mice.

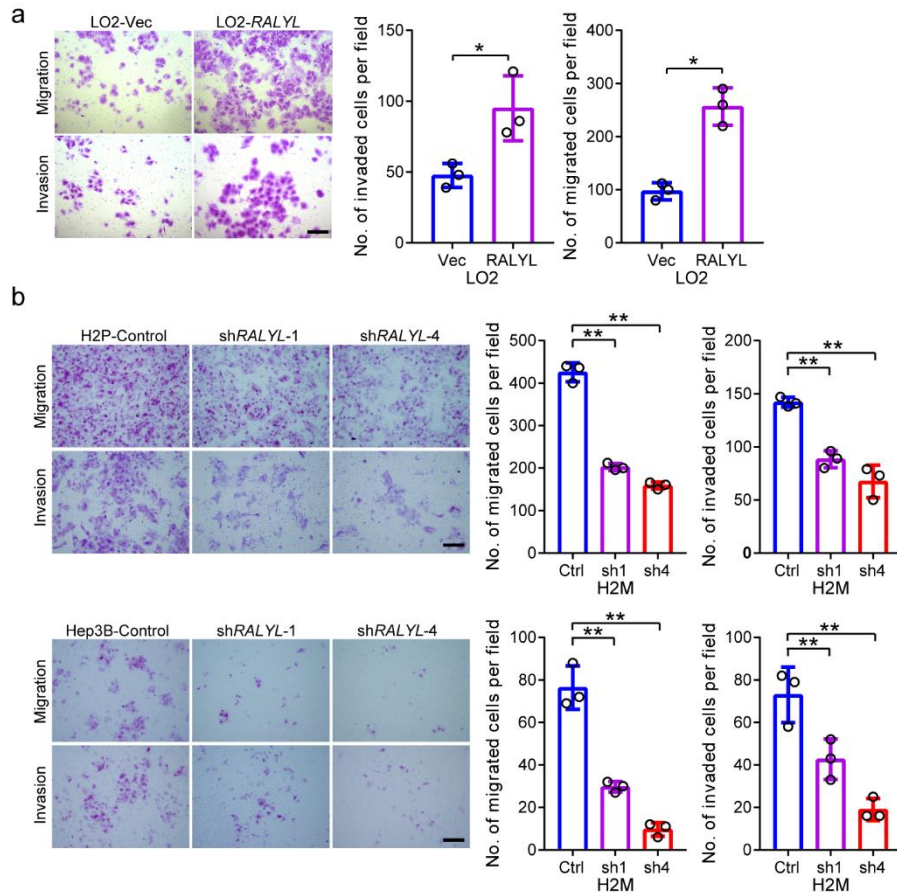

Wang et al. Supplementary Figure 3

Supplementary Figure 3. *RALYL* promotes HCC migration and invasion. Cell motilities of LO2-Vec/*RALYL* (a), H2M-Control/sh*RALYL*s, and Hep3B-Control/sh*RALYL*s (b) were assessed using transwell migration and matrigel invasion assays. The number of migrated or invaded cells is summarized in the bar chart. Data are presented as mean $\pm$ SD of 3 independent experiments (* $P < 0.05$, ** $P < 0.01$, two-sided Student's t-test). Scale bar = 200 μ m.

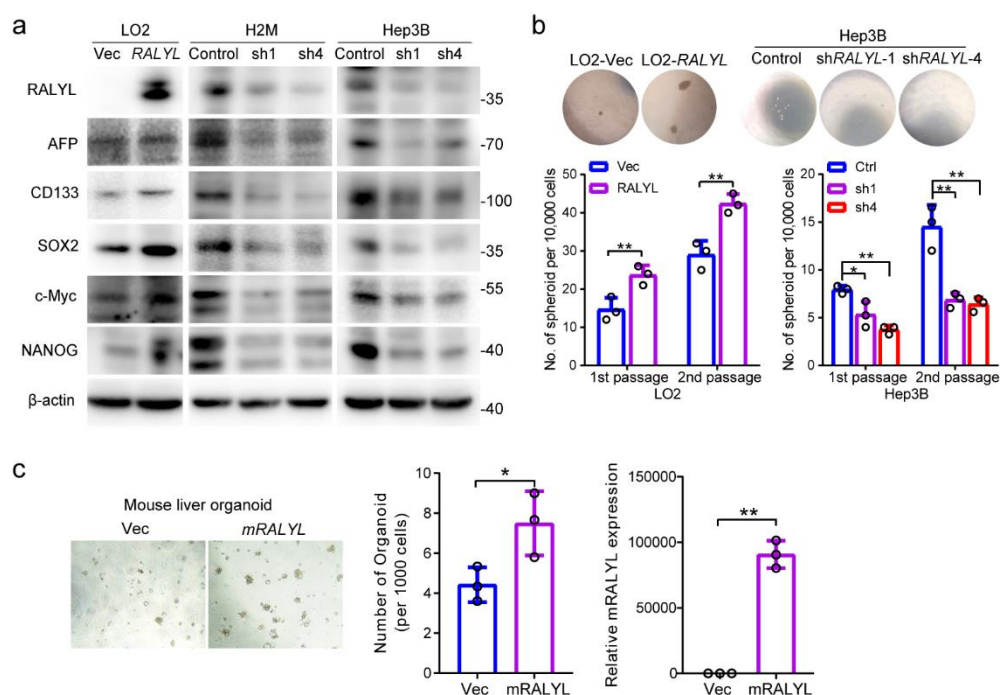

Wang et al. Supplementary Figure 4

Supplementary Figure 4. *RALYL* enhances stemness features of HCC cells. (a) The expression of stemness markers in indicated *RALYL*-overexpression cells and *RALYL*-silencing cells were determined by western blotting. β -actin was used as the loading control. (b) The self-renewal ability of LO2-Vec/*RALYL* and Hep3B-Control/sh*RALYL*s was assessed using the spheroid formation assay. The numbers of primary and secondary spheroids were summarized in the bar chart. Values represent the mean $\pm$ SD of 3 independent experiments. (** $P < 0.01$, two-sided Student's t-test). (c) Mouse liver organoid was overexpressed with *mRALYL*. The numbers of organoid were calculated and shown in the bar chart. The expression level of *mRALYL* was validated by qRT-PCR. Data are presented as mean $\pm$ SD of 3 independent experiments (* $P < 0.05$, ** $P < 0.01$, two-sided Student's t-test).

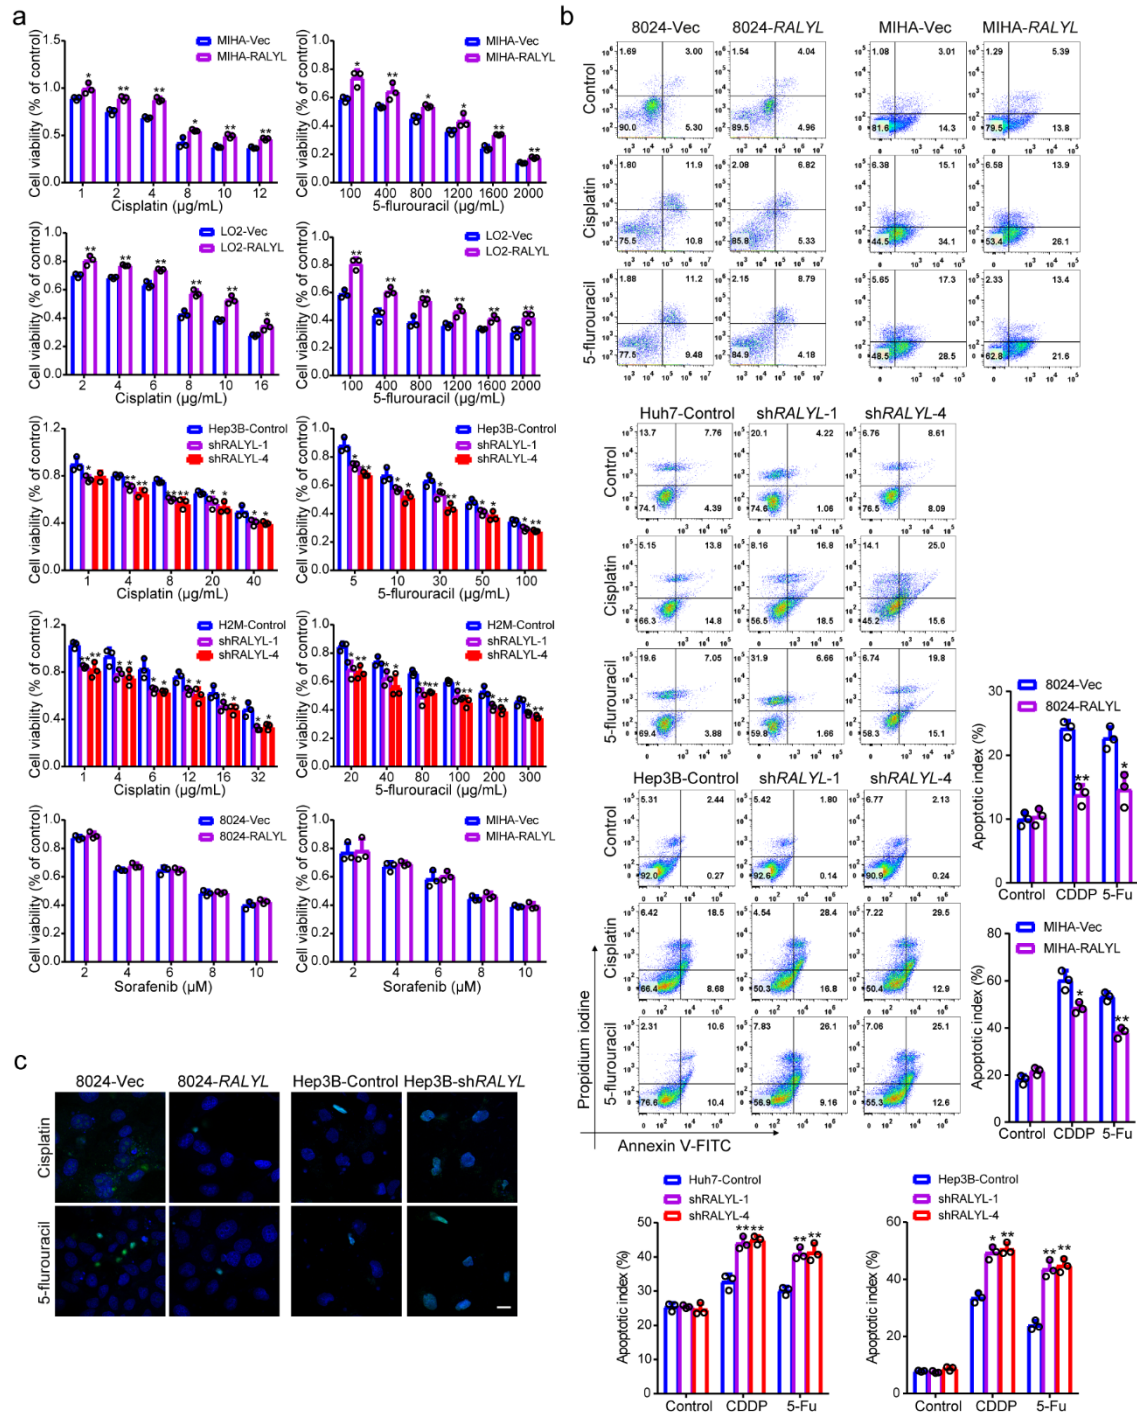

Wang et al. Supplementary Figure 5

Supplementary Figure 5. *RALYL* enhances chemoresistant ability of HCC cells. (a)

The XTT assay was performed to assess the chemoresistance of MIHA-Vec/*RALYL*, LO2-Vec/*RALYL*, H2M-Control/*shRALYL*, and Hep3B-Control/*shRALYL* cells to the indicated concentration of CDDP or 5-Fu for 48 h. The results are presented as mean $\pm$ SD of 3 independent tests (* P <0.05, ** P <0.01). (b) Representative images of apoptosis

analysis of CDDP or 5-Fu treated 8024-Vec/*RALYL*, MIHA-Vec/*RALYL*, Huh7-Control/sh*RALYL*, and Hep3B-Control/sh*RALYL*. The apoptotic index was shown in the bar chart with values represented as mean $\pm$ SD of 3 independent tests (Right) (* P <0.05; ** P <0.01). (c) Representative images of TUNEL assay which is performed in CDDP and 5-Fu treated 8024-Vec/*RALYL* and Hep3B-Control/sh*RALYL* cells. Scale bar = 20 μ m.

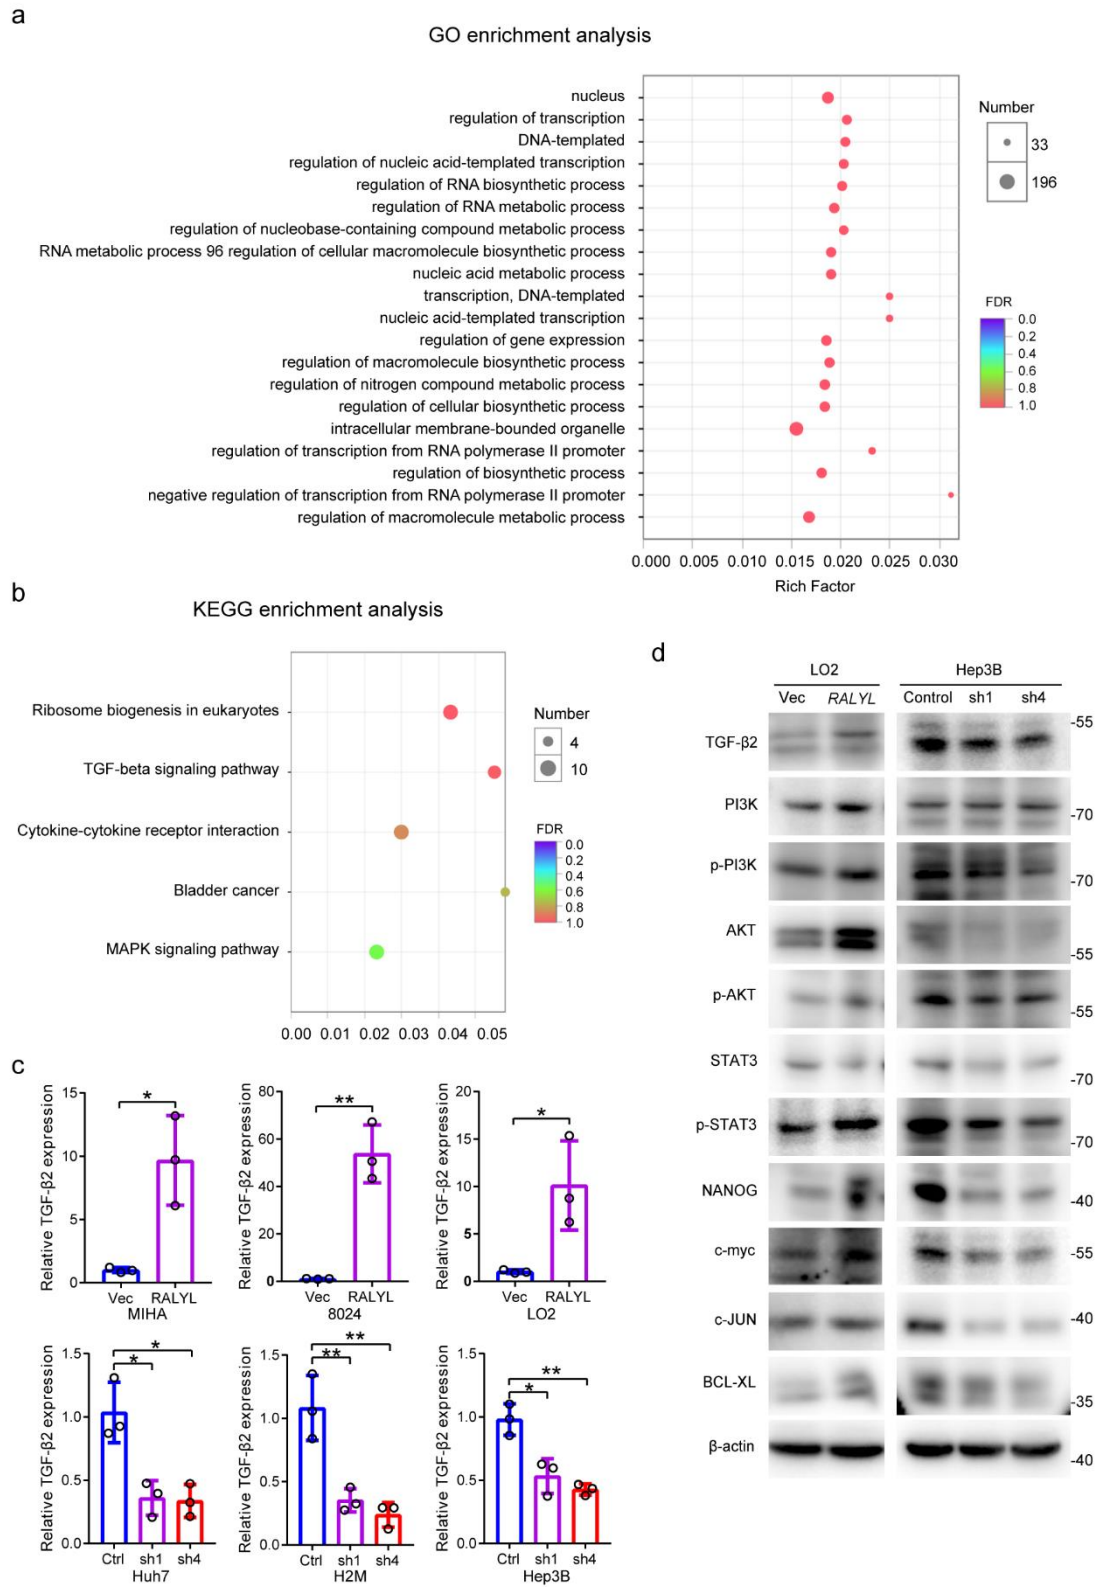

Wang et al. Supplementary Figure 6

Supplementary Figure 6. *RALYL* enhances the stemness of HCC through TGF- β 2 signaling. Transcriptome sequencing analysis was applied to compare different gene

expression between 8024-*RALYL* and 8024-Vec. 

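Besides TGF-β signaling, panel b of Supplementary Fig. 6 names ribosome biogenesis, cytokine-cytokine receptor interaction, bladder cancer and MAPK signaling. Panel a plots a rich factor on its x axis, and both panels head their colour bar FDR. In the deposited TPM of the 1 library per line, ribosome biogenesis was the list of these whose median stood apart on the higher side. All 94 ribosome biogenesis genes were measured, and although none passed the rule of size, 92 had a log2 ratio above 0. Their median was 0.33, above all 10000 random lists of matched expression, and it was 0.25 with ratios centred on genes with at least 10 TPM. UTP23, a small subunit processome factor, had the largest ratio of the list, 0.81, with 13.2 TPM in PLC-8024-Vec and 23.9 TPM in PLC-8024-RALYL, and was named after its value was seen. Of 159 measured MAPK signaling genes, 0 were higher and 2 were lower, FOS and the ERK phosphatase DUSP6, which was listed at 52.3 TPM in PLC-8024-Vec and 25.4 TPM in PLC-8024-RALYL. Their median of 0.06 lay at percentile 41.5, and it was -0.02 after centring. None of the 36 measured bladder cancer pathway genes passed the rule of size, with a median of 0.04 at percentile 19.0, or -0.04 after centring. None of the 82 measured cytokines and receptors passed it either. At 1.5-fold 10 ribosome biogenesis, 8 MAPK signaling, 2 bladder cancer and 10 cytokine and receptor genes were higher, against 2.34, 3.96, 0.896 and 2.04 expected. In the same order 0, 2, 1 and 5 were lower, against 2.67, 4.51, 1.02 and 2.33. The expected numbers come from list size alone and are not matched for expression. All these counts were made after the data were seen. The median of cytokines and receptors, -0.06, lay at percentile 0.2, but with a minimum of 5 TPM it lay at percentile 7.59, inside the central 95%. The lists were written from memory of the KEGG pathways and fixed before the data were examined.

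**Figure D4:**
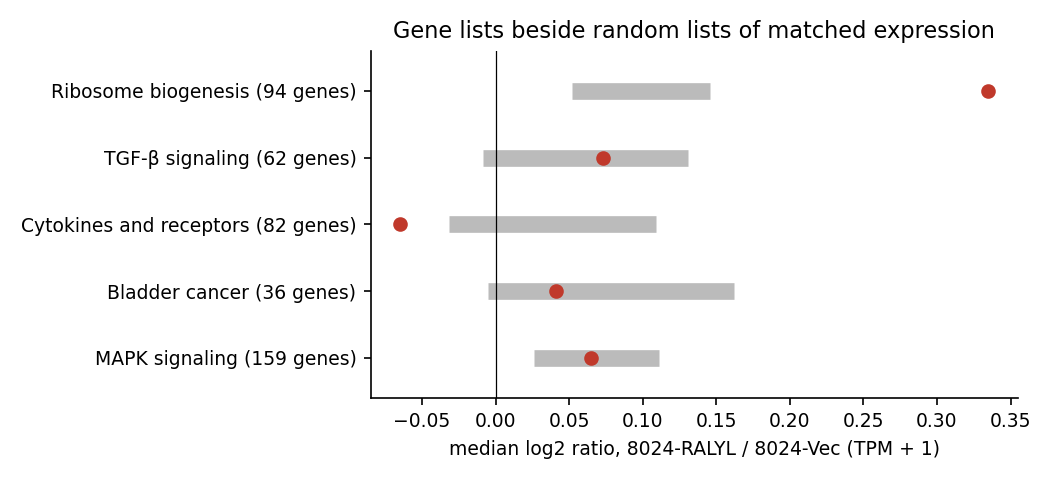
Red points give the median log2 ratio of PLC-8024-RALYL to PLC-8024-Vec for the measured genes of 5 lists, and grey bars the central 95% of the medians of 10000 random lists of the same size and matched expression. Ribosome biogenesis lies to the right of its bar and cytokines and receptors to the left of theirs.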

Gene Ontology (GO) enrichment analysis (a) and KEGG enrichment analysis (b) were used to identify the functions of *RALYL* by analyzing genes upregulated by *RALYL*. Colors from blue to red represent combined enrichment score from low to high. Size indicates number of significant regulated genes per total genes in GO-Term or KEGG-Term. (c) The expression level of TGF- β 2 in 8024-Vec/*RALYL*, MIHA-Vec/*RALYL*, LO2-Vec/*RALYL*, Huh7-Control/sh*RALYLs*, H2M-Control/sh*RALYLs*, and Hep3B-Control/sh*RALYLs* was determined by qRT-PCR. The values represent the mean $\pm$ SD of 3 independent experiments. (* $P < 0.05$, ** $P < 0.01$, independent Student's *t* test). (d) Western blotting was performed to compare the levels of PI3K, p-PI3K, AKT, p-AKT, STAT3, p^{Y705}STAT3, NANOG, c-Myc, c-Jun, and BCL-XL in cell lysates from LO2-Vec/*RALYL* and Hep3B-Control/sh*RALYLs*. β -actin was used as the loading control.

Supplementary Table 1. Association between *CD133* expression and clinicopathologic features in 117 HCC cases.

Features	Total	<i>CD133</i> expression*		<i>P</i> -value
		Low	High	
Sex				0.859
Male	98	65	33	
Female	19	13	6	
Age, years				0.609
≤60	96	61	35	
>60	21	17	4	
Serum AFP, ng/mL				0.148
≤400	65	47	18	
>400	52	31	21	
Serum HBsAg				0.849
Negative	16	11	5	
Positive	101	67	34	
Cirrhosis				0.735
Absent	36	25	11	
Present	80	53	27	
Differentiation				**0.034**
Well/moderate	67	50	17	
Poor	50	28	22	
Tumor size				0.085
≤5	49	37	12	
>5	68	41	27	
TNM stage (AJCC)				1.000
I	84	56	28	
II/III	33	22	11	
Vascular invasion				0.286
Absent	102	70	32	
Present	13	7	6	
Metastasis				**0.050**
Absent	57	43	14	
Present	60	35	25	

Statistical significance ($P \leq 0.05$) is shown in bold.

Pearson χ^2 test.

#Partial data are not available, and the statistic was based on available.

Supplementary Table 2. Association between *TGF-β2* expression and clinicopathologic features in 117 HCC cases.

Features	Total	<i>TGF-β2</i> expression*		<i>P</i> -value
		Low	High	
Sex				0.721
Male	98	61	37	
Female	19	11	8	
Age, years				0.648
≤60	96	60	36	
>60	21	12	9	
Serum AFP, ng/mL				0.702
≤400	65	39	26	
>400	52	33	19	
Serum HBsAg				0.932
Negative	16	10	6	
Positive	101	62	39	
Cirrhosis				0.272
Absent	36	25	11	
Present	80	47	33	
Differentiation				**0.009**
Well/moderate	67	48	19	
Poor	50	24	26	
Tumor size				0.477
≤5	49	32	17	
>5	68	40	28	
TNM stage (AJCC)				0.162
I	84	55	29	
II/III	33	17	16	
Vascular invasion				**0.014**
Absent	102	67	35	
Present	13	4	9	
Metastasis				**0.024**
Absent	57	41	16	
Present	60	31	29	

Statistical significance ($P \leq 0.05$) is shown in bold.

Pearson χ^2 test.

#Partial data are not available, and the statistic was based on available.

Supplementary Table 3. List of primers used in this study.

Gene	Primer	Sequence
For Real-time PCR		
<i>RALYL</i>	Forward	GCGCCTGGAGAAGATTGAGA
	Reverse	GAAACAGCTCATGACCCCCA
<i>CD133</i>	Forward	GTGCGGGAACCTCTTTTCAG
	Reverse	TCTTCTGGGAAATCACGCGG
<i>TGF-β2</i>	Forward	GTTACAACACCCTCTGGCTCA
	Reverse	TGTTCAAGGCACTCTGGCTTT
<i>CK8</i>	Forward	AGGACCTGCAGGAAGGGATCT
	Reverse	GCCGCCTAAGGTTGTTGATG
<i>CK18</i>	Forward	GAGGGCTCAGATCTTCGCA
	Reverse	CCAGCTGCAGTCGTGTGATA
<i>Albumin</i>	Forward	GGTTGATGTGATGTGCACTG
	Reverse	AGTCTCTGTTTGGCAGACGA
<i>AFP</i>	Forward	ACAAAAAGCCCACTCCAGCA
	Reverse	ATGGCTTGGAAGTTTCGGGT
<i>NANOG</i>	Forward	AATACCTCAGCCTCCAGCAGATG
	Reverse	TGCGTCACACCATTTGCTATTCTTC
<i>GAPDH</i>	Forward	GGAGCGAGATCCCTCCAAAAT
	Reverse	GGCTGTTGTCATACTTCTCATGG

Supplementary Table 4. List of antibodies used in this study.

Antibody	Size (kDa)	Vendor ^a	Cat No.	Application
Rabbit anti-human RALYL	36	Sigma	HPA055868	WB, 1:1000; IF, 1:1000; IHC: 1:500
Mouse anti-human β -actin	43	Abcam	ab6276	WB, 1:5000
Rabbit anti-human CD133	110	Abcam	ab19898	WB, 1;1000
Mouse anti-human AFP	70	Abcam	ab3980	WB, 1;1000
Rabbit anti-human NANOG	42	Cell signaling	#4903	WB, 1;1000
Rabbit anti-human SOX2	34	Abcam	ab92494	WB, 1;1000
Mouse anti-human c-Myc	50	Invitrogen	132500	WB, 1;1000
Rabbit anti-human TGF- β 2	50	Abcam	ab36495	WB, 1;1000
Mouse anti-human STAT3	88	Cell signaling	#9139	WB, 1;1000
Rabbit anti-human phospho-STAT3 (Tyr705)	88	Abcam	ab76315	WB, 1;1000
Rabbit anti-human Akt	60	Cell signaling	#4691	WB, 1;1000
Rabbit anti-human phospho-Akt (Ser473)	60	Cell signaling	#9271	WB, 1;1000
Mouse anti-human E-cadherin	135	Cell signaling	#3195	WB, 1;1000
Mouse anti-human Fibronectin	285	Abcam	ab2413	WB, 1;1000
Rabbit anti-human Bcl-XL	30	Cell signaling	#2762	WB, 1;1000
Rabbit anti-human snail	29	Cell signaling	#3879	WB, 1;1000
Rabbit anti-human slug	30	Cell signaling	#9585	WB, 1;1000
Rabbit anti-human FTO	60	Cell signaling	#31687	WB, 1;1000
Mouse anti-human CD133-PE	110	Miltenyi Biotec	130-090-853	Flow cytometry, 1:100
Rabbit anti-N6-methyladenosine		Synaptic System	#202003	RIP: 15 μ g

^aCell Signaling Technology, Danvers, MA, USA

Invitrogen, Carlsbad, California

Abcam, Cambridge, MA, USA

Santa Cruze, CA, USA

Sigma-Aldrich, St. Louis, MO, USA

Supplementary Methods

Tumorigenicity assays

For the cell proliferation assay, 1,000 cells were seeded in each well of 96-well plates, and the cell growth rate was assessed using the XTT kit (Roche Diagnostics, Indianapolis, IN). The foci formation assay was used to assess anchorage-dependent growth. In brief, 1,000-2,000 cells were seeded in each well of six-well plates for approximately 2-3 weeks. Surviving colonies were stained and counted using crystal violet (Sigma-Aldrich, St. Louis, MO). Anchorage-independent growth was assessed by colony formation in soft agar. Approximately 1,000-3,000 cells were seeded in 0.35% bacto-agar on a bottom layer of solidified 0.5% bacto-agar in six-well plates. After culturing for 3-4 weeks, colonies more than 50 cells were counted and described as the mean $\pm$ SD of three independent experiments.

The *in vivo* mouse xenograft model was used to assess *in vivo* tumorigenicity using subcutaneous injection. In brief, 3×10^6 PLC-8024 cells or 5×10^6 MIHA, LO2, Huh7, and Hep3B cells were subcutaneously injected into the left or right side of the dorsal flank of 4-5-week-old BALB/cAnN-nu (nude) mice. After 4-6 weeks, tumor formation was assessed, and the mice were killed. All animal experiments were conducted and approved by the University of Hong Kong Committee on the Use of Live Animals in Teaching and Research.

Cell motility assays

Transwell migration and invasion assays were performed to evaluate cell motility (BD Biosciences, San Jose, CA). Approximately 5×10^4 cells were seeded in the medium without FBS on transwell upper chambers, and the lower chamber was supplied with medium with 10% FBS. The cells that migrated and invaded to the lower membrane surface were stained using crystal violet and then counted under a microscope.

***In vivo* liver metastasis models**

Nude mice were intrasplenically injected with HCC cells to assess the liver metastatic capacity *in vivo*. After surgery, mice recovered from anesthesia in a cage under a heater. Analgesia was provided to the nude mice during the first postoperative week. Twelve weeks later, all mice were killed, and the livers, spleens, and lungs were excised and fixed in 4% paraformaldehyde overnight. Thereafter, fixed tissues were embedded in paraffin for further studies.

Spheroid formation assay

A total of 1,000 cells were cultured in the DMEM/F12 medium (Life Technologies,) supplemented with 20ng/mL EGF (Life Technologies), 10ng/mL basic FGF (Life Technologies), B27 (1:50, GIBCO), and 4 μ g/mL insulin (BIOIND, Kibbutz Beit Haemek, Israel) in 24-well plates, which are coated with poly HEMA (Sigma-Aldrich). The cells were replenished with 30- μ L supplementary medium every other day.

Differentiation assay

The cells were treated with all-trans retinoic acid (atRA) (Sigma-Aldrich) for 5 days at 20 or 30 mM. The medium was changed every day. Expression changes of mature

hepatocyte markers, CK18, CK8, and albumin, and stemness-related markers, AFP, NANOG, and CD133, as well as *RALYL*, were assessed using RT-PCR.

# Supplementary material for: RALYL increases hepatocellular carcinoma stemness by sustaining the mRNA stability of TGF-β2
**Source:** Nat Commun. 2021 Mar 9;12:1518. doi: 10.1038/s41467-021-21828-7
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	No software was used for data collection.
Data analysis	X-Tile software (V3.6.1) was used to determine the optimal cut-off value of HCC samples from TCGA database. Kaplan–Meier (K-M) survival curves were plotted by the ‘survival’ package (version 2.44-1.1) in the R environment (version 3.5.2). R code is available upon request.<br>FlowJo_V10 for analysis of flow cytometry data.<br>SPSS_V19 for clinical significances and survival analysis of our in-house cohort.<br>ELDA software is a webtool which is available at [http://bioinf.wehi.edu.au/software/elda/].<br>Statistical analysis was performed by Prism 7 Graphpad Software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data supporting the findings of this study are available within the paper and its supplementary information files. The raw and processed sequencing data are available in Gene Expression Omnibus under accession GSE163601. The source data underlying Figs. 1d, 2b–e, 3a–c, 4b and d–f, 5e and f, 6a–d and Supplementary Figs 1a–c, 2b–d, 3a and b, 4b–d, and 5c are provided as a Source Data file. All relevant data are available from the authors on reasonable request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	The sample size was determined based on availability of patient samples. No sample size calculation was performed, but the current number of samples in the study was sufficient to derive statistical analysis. Overall, 117 pairs of primary HCC and their adjacent normal specimens were used for clinical analysis.<br>At least three repeats were performed in vivo and vitro functional assays for statistical analyses.
Data exclusions	No data was excluded from the analyses.
Replication	All the experiments were replicated. Generally, three independent experiments were carried out and each experiment was performed with three repeats.
Randomization	BALB/cAnN-nu (nude) mice were allocated into RALYL overexpression or knockdown group and control group randomly. Randomization was not possible for in vitro assays involving HCC cell lines
Blinding	Investigators were blinded to RALYL expression and no RALYL expression group during clinical data collection and clinicopathological association analysis.<br>For in vivo and in vitro functional assays., the investigators were not blinded to group allocation during experiments as data collection, analysis and outcome assessment required that the investigators were not blinded.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☐	☒ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	The antibodies used are listed in Supplementary Table 4. The detail information of antibodies, such as Supplier name, catalog number is also shown in supplement table 4
Validation	All antibodies were obtained from commercial sources, with extensive validation for use in human specimens for each application by the vendor, and also by other researchers. Antibodies have also been tested extensively in other studies within the lab as well as several pilot studies.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	Human immortalized liver cell lines, i.e., MIHA and LO2, and HCC cell lines, i.e., Huh7, Hep3B, H2M, PLC-8024 were used in this study. HCC cell lines Huh7, Hep3B, and PLC-8024 were bought from ATCC, and the rest of the cell lines were bought from the cell bank of the Chinese Academy of Sciences.
Authentication	All cell lines used in this study were authenticated by morphological observation (MycoAlert; Lonza, Rockland,

ME). Furthermore, cell sorting by flow cytometry was performed on HCC cells using PE-conjugated monoclonal mouse anti-human CD133 and EPCAM to check CD133 and EPCAM expression. Their expression is consistent with previous reports in those cell lines.

Mycoplasma contamination

All cell lines used in this study have been tested for absence of mycoplasma contamination.

Commonly misidentified lines
(See [ICLAC](#) register)

None misidentified lines has been used in this study.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

4-5-week-old male BALB/cAnN-nu (nude) mice were used in this study. After 4-10 weeks, tumor formation was assessed, and the mice were killed and the tumors were dissected. The BALB/cAnN-nu (Nude) mice were maintained in a specific pathogen-free animal facility at the University of Hong Kong under 12-h light dark cycles, controlled temperature (~22°C), and 40–60% humidity with free access to food and water.

Wild animals

The study did not involve wild animals.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

All animal experiments were conducted and approved by the University of Hong Kong Committee on the Use of Live Animals in Teaching and Research (CULATR).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

117 pairs of primary HCC and their adjacent normal specimens were obtained from patients after hepatectomy at Sun Yat-Sen University Cancer Center (Guangzhou, China). The age distribution of HCC patients enrolled in the study is as follows: ≤60 years old (82%, 96/117), >60 years old (18%, 21/117). Male patients enrolled in the study constitute 84% of the total patient population (98/117) and female patients constitute 16% of the total population (19/117). 56% (65/117) of the HCC patients were diagnosed with ≤400 ng/mL AFP and 44% were diagnosed with >400 ng/mL AFP in serum. 14% (16/117) were serum HBsAg negative and 86% (101/117) were serum HBsAg positive. 31% (36/117) were serum absent of cirrhosis and 69% (80/117) were present with cirrhosis. 57% (67/117) were well/moderate differentiation and 43% (50/117) were poor differentiation. 72% (84/117) were diagnosed with TNM stage I and 28% (33/117) were diagnosed with TNM stage II/III (AJCC). 89% (102/115) were absent of vascular invasion and 11% (13/115) were present of vascular invasion (two patients' information about vascular invasion were censored). 49% (57/117) were absent of metastasis and 61% (60/117) were present of metastasis.

Recruitment

Patients who were diagnosed with HCC and performed hepatectomy at Sun Yat-Sen University Cancer Center with written informed consent in this study. The surgeons and pathologists were blinded in the study during data collection and examination. No self-selection bias was found present in the study.

Ethics oversight

Clinical specimens used in this study were approved by the Committee for Ethical Review of Research Involving Human objects at the Sun Yat-Sen University Cancer Center.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

After treating with CDDP or 5-FU for 48 h, the cells were collected and double stained with FITC-conjugated Annexin-V and PI provided in the BD apoptosis detection kit (BD Biosciences), thereby used for flow cytometry.

Instrument

Samples were sorted using the FACS Aria I Cell Sorter (BD Biosciences); The apoptotic assays were performed using the FACSCanto II Analyzer (BD Biosciences).

Software

FlowJo software (Tree Star) was used to analyze the flow cytometry data.

Cell population abundance

The PE-conjugated isotype mouse immunoglobulin G1b (MiltenyiBiotec) was used as the control.

Gating strategy

For positively stained cells, only the top 15% most brightly stained were selected as CD133-positive populations. Meanwhile, the bottom 15% most dimly stained cells were selected as CD133-negative cells.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: RALYL increases hepatocellular carcinoma stemness by sustaining the mRNA stability of TGF-β2
**Source:** Nat Commun. 2021 Mar 9;12:1518. doi: 10.1038/s41467-021-21828-7
**Supplement:** Supplementary file 4 — Source data file

## Slide 1

# Wang et al. uncropped versions of gels or blots

## Slide 2

Figure 1c
Huh7
Huh7
Hep3B
Hep3B
CD133-
CD133+
CD133-
CD133-
CD133+
CD133+
CD133-
CD133+
-RALYL
-18s
-RALYL
-18s

## Slide 3

Figure 2a & Supplementary Fig 2a
Antibodies used:
RALYL: Sigma, HPA059112;
Β-actin: Abcam, ab6276.

## Slide 4

Figure 3d-1
Longer exposure
Longer exposure
Antibodies used:
E-cadherin: Cell signaling, cst3195;
N-cadherin : Cell signaling, cst13116.

## Slide 5

Figure 3d-2
Antibodies used:
Fibronectin: Abcam, ab2413.

## Slide 6

Figure 3d-3
Antibodies used:
Snail: Cell signaling, cst3879
Slug: Cell signaling, cst9585.

## Slide 7

Figure 4a & Supplementary Fig 4a -1
Antibodies used:
AFP: Abcam, ab3980;
CD133: Abcam, ab19898
SOX2: Abcam, ab92494.

## Slide 8

Figure 4a & Supplementary Fig 4a -2
Antibodies used:
c-Myc: Invitrogen, 132-500;
NANOG: Cell signaling, cst4903.

## Slide 9

Figure 5a

## Slide 10

Figure 5b & Supplementary Fig 6d -1
Antibodies used:
TGF-β2: Abcam, ab36495;
PI3K p85: Cell signaling, cst4292;
Phospho-PI3 Kinase p85 (Tyr458)/p55 (Tyr199): Cell signaling, cst17366.

## Slide 11

Figure 5b & Supplementary Fig 6d -2
(Ser473)
(Ser473)
Antibodies used:
AKT: Cell signaling, cst4691;
Phospho-AKT: Cell signaling, cst9271.

## Slide 12

Figure 5b & Supplementary Fig 6d -3
 (phospho Y705)
 (phospho Y705)
Antibodies used:
STAT3: Cell signaling, cst9139;
Phospho-STAT3 (phospho Y705): Abcam, ab76315.

## Slide 13

Figure 5b & Supplementary Fig 6d -4
Antibodies used:
c-Jun: Cell signaling, cst9165;
BCL-XL: Cell signaling, cst2762.

## Slide 14

Figure 5c

## Slide 15

Figure 5d

## Slide 16

Figure 6e

## Slide 17

Supplementary Figure 1d
HepG2
Hep3b
H2M
MIHA
Huh7
7402
8024
H2P
LO2
97L
-RALYL
-18

How the deposited data were processed for this re-analysis (not part of the article)

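The data are the gene expression values of 2 RNA-seq libraries, 1 of PLC-8024-Vec and 1 of PLC-8024-RALYL cells. The authors deposited TPM, transcript abundances scaled to a sum of 1000000 in each library and rounded to 2 decimals. The paper's text does not describe how the reads were aligned or counted. The submitters' processing notes name Bowtie 0.12.2, edgeR and the builds GRCh38.p13 and mm8, without saying what each was used for, and the presence of 429 assembled loci shows that transcripts were assembled from the reads. These loci made up 0.462% of the TPM in PLC-8024-Vec and 0.439% in PLC-8024-RALYL. Read counts and depth are unknown, so no counting interval or detection limit is given, and a gene at 0 TPM is described only as listed at 0. Conditions were taken from the sample labels and both columns of the table were used.

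Of the 58233 Ensembl identifiers, 57392 were matched to a gene name table and 57895 to GENCODE 29 on GRCh38, which gave gene types, positions and exon overlaps. The build of the deposited table is not tied to a role in the notes, so positions are those of GENCODE 29. Ratios were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 as log2 of (TPM + 1) in PLC-8024-RALYL over (TPM + 1) in PLC-8024-Vec. On this scale the change of genes with low TPM is understated. Features with at least 1 TPM in at least 1 library were kept, 14749 in all. A ratio of at least 1 was called higher and a ratio of at most -1 lower. This is a rule of size, since 1 library per condition allows no test of the difference between conditions.

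For single genes, the position of the ratio among the 500 features nearest in mean log2(TPM + 1) was taken as context. These features were not restricted to protein-coding genes. For gene lists, the median ratio of the measured members was placed among 10000 random lists with the same number of genes in each of 20 bins of mean expression, and a percentile under 2.5 or over 97.5 was called outside the central 95%. The 45 lists were fixed before the data were examined. Of these, 5 were written from memory of KEGG pathways and 2 from memory of widely used cell cycle genes, and the rest came from symbol rules and textbook knowledge. Percentiles were computed for the 42 lists with at least 5 measured genes. In simulated data for the same comparison, run on 14749 genes, changes were planted in TPM + 1, the scale of the rule itself. Of 100 genes planted with a 4-fold change 99% passed the rule of size, and of 100 with a 2.5-fold change 85% did. At low TPM the same fold in TPM is smaller on this scale, so these shares do not hold for changes in TPM. Of unchanged genes 1.55% passed. Their scatter was normal, independent between genes and set by the central spread of these 2 libraries. The 1.55% is therefore no rate of false calls between cultures. Of 200 random lists of 60 genes, 6.5% fell outside the central 95% with no planted shift and all did with a planted shift of 0.3 on the log2 scale. Genes varied independently in these lists, so the 6.5% does not hold for lists of genes that vary together.

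The genes named in the text were chosen by a rule fixed before the data were examined. It takes the genes the paper names for these cells or for the mechanism, the 15 protein-coding genes with the largest positive and the 15 with the largest negative ratio among those with at least 10 TPM in 1 library, and up to 4 members per list and direction among those past the rule of size. Single values of some of these genes are not reported here. Genes outside the rule are marked in the text as named after their values were seen. The alternatives were pseudocounts of 0.1 and 0.5, no minimum TPM, a minimum of 5 TPM, ratios centred on genes with at least 10 TPM in both libraries, TPM rescaled without mitochondrial genes and the 100 highest genes, fold thresholds of 1.5 and 4, protein-coding genes only, 50 bins, and random lists of protein-coding genes. A correction for GC content and transcript length in 100 classes, lists without chosen members, and counts of list members and TGFB2 past the rule under each counting alternative, were added after the data were seen.

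RRACH sites were counted in the GENCODE 29 transcripts of TGFB2, overlapping sites included, and the bases of the 3′ UTR were shuffled 10000 times for comparison. Figures were drawn with matplotlib 3.10.9. GO and KEGG tables, the qRT-PCR and western blotting data and the paper's clinical data were not used here.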

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

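All tests of this part, the correction for GC content and length included, were chosen after the list values were seen, although what that correction would show was written down before it was run. Each value here stands out because it lies in a gene or list that the paper does not discuss for these libraries. The sizes required, a list's percentile within 0.05 of either end and a log2 ratio of at least 2 in size for a gene, were also set after the values were seen. None has a replicate check.

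Genes of growth and of stress responses lay apart. The median log2 ratio was 0.29 for 43 G1/S phase genes, and it was -0.45 for 33 amino acid response and ATF4 target genes, -0.32 for 43 hypoxia-induced and glycolysis genes and -0.24 for 29 immediate early genes, each outside all 10000 matched random lists. Of the ATF4 targets 6 were lower by the rule of size, among them CHAC1, SESN2, DDIT4 and STC2. Of the hypoxia genes 5 were lower, among them NDRG1, DDIT4 and CA9, and of the immediate early genes 4 were, FOS, EGR1, FOSB and DUSP6. The gap between the median of the ribosome biogenesis and G1/S genes together and that of the 3 lower lists was 0.69. When 42 random matched lists were drawn 2000 times and the 2 highest and 3 lowest picked in each draw, the largest gap was 0.41. The 3 lower lists here are not the 3 lowest medians measured, so the draws pick more extreme lists than were picked here. The gap of 0.69 lies above that largest gap. The random lists hold genes drawn independently, so the draws do not show how far apart lists of genes that vary together would lie. A single scaling difference between the libraries, such as the smaller mitochondrial share, would move all genes alike. It would leave a gap between lists as it is, so by itself it does not account for 0.69. This follows from arithmetic, and the draws add no test of scaling. After GC content and transcript length were taken out the gap was still 0.67, which argues against those biases as the whole cause. A difference in density, nutrients or serum between the cultures at harvest, apart from RALYL, may account for the pattern, and so may RALYL expression. With 1 library per condition these cannot be told apart.

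The median log2 ratio of 64 hepatocyte genes was -0.18, although none passed the rule of size. For the 13 protein-coding genes of the mitochondrial genome it was -0.30, and all 13 had a ratio below 0, beside their smaller share of the TPM in PLC-8024-RALYL. Both medians stayed below 0 under both scaling alternatives, but these lower most ratios, so they are no check on the sign.

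Among single protein-coding genes with at least 10 TPM in 1 library, PRKCQ was listed at 40.0 TPM in PLC-8024-Vec and at 0 in PLC-8024-RALYL. The log2 ratio was -2.91 for CDKL1, of whose exonic bases 30.9% overlap other genes, and -2.63 for TRPM3. It was -2.58 for FOS, -2.43 for USP41, a near copy of USP18 whose reads are hard to separate from it, -2.14 for SHCBP1L, -2.10 for CHAC1 and -2.07 for EGR1.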

How the results depend on the processing

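No paired analysis was possible because each condition has 1 library. The counts of features past the rule of size moved most. They were 242 higher and 310 lower as reported, 430 and 565 with a pseudocount of 0.1, 83 and 113 with a minimum of 5 TPM, 408 and 628 with TPM rescaled without mitochondrial and the 100 highest genes, 656 and 759 at 1.5-fold, 54 and 68 at 4-fold, and 52 and 78 among protein-coding genes only. The pseudocount, minimum, fold and protein-coding settings act by construction, and the cause was not tested for rescaling. The remaining settings kept the counts within 1.5 times. Between 37.5% and 46.4% of calls were on the higher side.

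RALYL passed the rule of size under every alternative run. TGFB2 passed it with a pseudocount of 0.1 (1.13) and at 1.5-fold (0.68) and under no other alternative that gave it a value, and with a minimum of 5 TPM it has none. The cytokine and receptor list returned inside the central 95% with a minimum of 5 TPM (percentile 7.59) and with GC and length classes taken out (3.11, added after the data were seen), and the cause was not tested. The other 6 lists answering the paper's comparisons stayed on their side in every alternative run. The small RNA list moved from percentile 1.85 to 100 with a minimum of 5 TPM, and the cause was not tested. Over all lists, 318 values under the alternatives set beforehand stayed on their side of the limits, 11 no longer passed them, 5 newly did and 1 turned. Of the 318, 42 were with centred ratios, which leave every percentile as it is and so could not move. For single genes 460 values stayed, and the exceptions were TGFB2 as above and BST2, which missed the rule with centred ratios (0.98). Of the 460, 86 with no minimum TPM and 59 with a minimum of 5 TPM repeat the main ratio, so they could not move either. TPM without counts limits what low values can show, since the reads behind them are unknown.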

Differences from the paper's values

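The paper gives approximately 450 upregulated and 800 downregulated genes and its text states no threshold, while the rule of size here gave 242 and 310. For the upregulated genes, the paper's number lies within 1.5 times of the count with a pseudocount of 0.1 (430), a pseudocount of 0.5 (324), rescaled TPM (408) and a threshold of 1.5-fold (656). For the downregulated genes it lies within 1.5 times with a pseudocount of 0.1 (565), rescaled TPM (628) and 1.5-fold (759). It does not with no minimum TPM, a minimum of 5 TPM, centred ratios, 4-fold or protein-coding genes only, nor, for downregulated genes, with a pseudocount of 0.5. All of these alternatives were set before the data were examined.

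For TGFB2 in PLC-8024-RALYL the paper's qRT-PCR shows about 53-fold of PLC-8024-Vec in Supplementary Fig. 6c, read by eye, and the TPM ratio was 2.34. The assays differ, and the RNA-seq value rests on 1 library per line. That ratio has no pseudocount, and on the same scale it was 2.21 with centred ratios and 2.19 with rescaled TPM. With pseudocounts of 0.1 and 0.5 it was 2.20 and 1.83. A pseudocount of 1, used for the other ratios here, gave a log2 ratio of 0.68, below the 0.87 with a pseudocount of 0.5, and 0.60 when centred. These alternatives were set before the data were examined, and none reached the paper's value. None could have, since a pseudocount shrinks the ratio and each scaling alternative moves it by a small factor.

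The paper states that most upregulated genes were enriched in transcription and RNA metabolic processes. Here the transcription lists held 3 of 52 higher protein-coding genes, or 5.77%, against 7.08% of all protein-coding genes measured, and with the splicing and hnRNP lists 4, or 7.69%, against 8.56%. At 1.5-fold they held 35 of 299, or 11.7%, and 37, or 12.4%, above their share of all genes. With a minimum of 5 TPM the transcription lists held 3 of 24, or 12.5%, against 5.80%. The gene that the splicing and hnRNP lists add at 2-fold is RALYL itself. None of these makes up most of the higher genes. The lists hold only 851 and 1028 of the 12015 protein-coding genes measured and are not the paper's terms, so they cannot show whether those terms do. The medians of the zinc finger, splicing and hnRNP lists lay above the central 95% of random lists. The paper places TGF-β signaling among the pathways of upregulated genes. None of the 62 measured pathway genes passed the rule of size, and the value of TGFB2 itself was higher, with a log2 ratio of 0.68. It passed the rule with a pseudocount of 0.1 and at 1.5-fold. At 1.5-fold 7 of the 62 were higher, against 1.54 expected from the size of the list, and with a pseudocount of 0.1 there were 2, against 0.676. The paper places MAPK signaling, bladder cancer and cytokine-cytokine receptor interaction there too, and here 0 genes of these lists were higher at 2-fold. At 1.5-fold 8 MAPK, 2 bladder cancer and 10 cytokine and receptor genes were higher, against 3.96, 0.896 and 2.04 expected from the size of the lists, which are not matched for expression here. With a pseudocount of 0.1 there were 1, 0 and 4, and with one of 0.5 there were 0, 0 and 1. Ribosome biogenesis had a median of 0.33, in the direction the paper states, with 0 genes higher at 2-fold and 10 at 1.5-fold, against 2.34 expected. The member counts under settings other than the rule of size were made after the data were seen.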

Other observations

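The tests on low TPM, exon overlap and near-identical copies, and the leaving out of shared list members, were chosen after the data were seen.

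The paper reports protein levels and qRT-PCR for several genes of stemness and metastasis in RALYL-expressing cells, and the sequenced libraries give their mRNA. The paper's text describes transient transfection for the qRT-PCR of Supplementary Fig. 1c, while the libraries come from selected, lentivirus-infected lines. Its western blots also cover phosphorylated PI3K, AKT and STAT3, which mRNA values cannot show. Of 15 measured stemness and liver progenitor markers none passed the rule of size, and their median log2 ratio of 0.03 lay at percentile 22.3. PROM1, which encodes CD133, was listed at 15.00 TPM in PLC-8024-Vec and 19.1 TPM in PLC-8024-RALYL, AFP at 13.6 and 16.3 TPM, CD24 at 283 and 258 TPM and MYC at 83.5 and 119 TPM. NANOG, SOX2 and EPCAM stayed under 1 TPM in both libraries. Among the 500 features nearest in mean expression, MYC lay at percentile 98.2, PROM1 at 90, AFP at 78.4 and CD24 at 9.6. The epithelial gene CDH1 was listed at 15.7 and 8.79 TPM (log2 ratio -0.77) and FN1, which encodes fibronectin, at 531 and 298 TPM (-0.83), while SNAI1 was listed at 5.98 and 6.07 TPM, CDH2 stayed under 1 TPM and SNAI2 was listed at 0 in both. Among the nearest features CDH1 lay at percentile 1.4, FN1 at 0.4 and SNAI1 at 54. The paper's western blots show higher c-Myc and fibronectin and lower E-cadherin in RALYL-overexpressing cells. MYC and CDH1 thus lay on the side the paper reports, and FN1 on the opposite side. With 1 library per line these positions are not a test. Of 28 epithelial genes none passed the rule of size (list percentile 5.27). Of 23 mesenchymal genes SPARC was higher and 2 were lower, among them EMP3 (list percentile 6.82). STAT3 was listed at 33.0 and 28.9 TPM (percentile 12.2 among the nearest features) and AKT1 at 83.8 and 101 TPM (79.2). JUN was listed at 35.0 and 32.8 TPM (19.2) and BCL2L1, which encodes BCL-XL, at 91.8 and 106 TPM (70.8). The median of 29 genes known as STAT3 targets was -0.12, at percentile 0.06, with FOS lower, and that of 35 PI3K/AKT components was -0.02, at percentile 12.5. The controls GAPDH and HPRT1 had log2 ratios of -0.06 and 0.15, and that of HPRT1 stayed above 0 in both scaling alternatives. Among 24 writers, erasers and readers of m6A none passed the rule of size (percentile 94.2), and FTO was listed at 23.7 and 22.8 TPM.

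In all, 6 lists lay above and 12 below the central 95% of random lists, against 2.1 outside it by chance if lists were independent, which they are not. Besides those already described, G2/M phase genes lay above it (54 genes, median 0.19, percentile 99.6). Below it lay unfolded protein response genes (27 genes, percentile 0.835), matrix genes (41, with SPARC higher, percentile 1.65), drug transport and metabolism genes (28, percentile 2.31) and small RNA loci (83, of which 19 were higher and 26 lower, percentile 1.85). The last 3 depend on the setting. Matrix genes returned inside it with a pseudocount of 0.1 (3.24) or 0.5 (2.76), no minimum TPM (32.5) and rescaled TPM (6.67), drug genes with a minimum of 5 TPM (33.9) and against random protein-coding lists (2.70), and small RNA loci with a pseudocount of 0.1 (6.80) or 0.5 (6.63) and against random protein-coding lists (3.41). With a minimum of 5 TPM the small RNA list turned, to a median of 0.43 at percentile 100. With GC and length classes taken out, added after the data were seen, all 3 returned inside it (6.28, 4.8 and 3.96). Inside it lay Wnt genes (percentile 94.9), Notch genes (73.9), Hedgehog genes (82.7), ribosomal protein genes (39.1), nuclear genes of oxidative phosphorylation (16.4), histone genes with 3 higher and 3 lower (97.1), interferon-stimulated genes with BST2 higher (13.7), NF-κB targets (97.3), cholesterol synthesis genes (31.2), fatty acid synthesis genes with ELOVL6 lower (44.6), p53 targets with 2 lower, among them SESN2 (11.8), apoptosis regulators (26.1), neural genes (19.2) and housekeeping genes (23.7). Of these, Wnt genes (98.3) and interferon-stimulated genes (1.76) moved outside it with no minimum TPM, NF-κB targets with a minimum of 5 TPM (99.5) and against random protein-coding lists (97.7), and histone genes against random protein-coding lists (98.5). With GC and length classes taken out, Wnt genes (98.9) and histone genes (99.3) moved outside it too. The histone median of 0.13 turned to -0.26 with rescaled TPM. Of the markers of other cell types, 4 of 20 for blood and immune cells, 2 of 14 for fibroblasts and 1 of 12 for endothelial cells reached 1 TPM, and none of these passed the rule of size. In PLC-8024-Vec and PLC-8024-RALYL they summed to 206 and 171 TPM for blood and immune cells and 58.0 and 58.2 TPM for fibroblasts. The endothelial marker was listed at 2.29 and 1.22 TPM.

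The values of TGFB2 and of TGF-β responsive genes pointed in different directions. The log2 ratio of TGFB2, listed at 0.82 and 1.92 TPM, lies at percentile 91.8 among the 500 features nearest in mean expression. These are features of all types. Under 5 TPM, 16.3% of features that are not protein-coding passed the rule of size, against 2.61% of protein-coding genes. The percentile among protein-coding genes alone was not computed. The scatter of low values may therefore account for the difference in these libraries, but this percentile does not settle it. Without the 8 responsive genes that are also hypoxia, immediate early or ATF4 target genes, the others lay at percentile 44.4. Those 3 lists had been chosen because they lay low, so leaving their members out raises the median by construction, and the value decides nothing. An effect of RALYL on either was not tested beyond this, with 1 library per condition.

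Most features past the rule of size were not protein-coding genes. A first test of scatter at low TPM found 8.87% of features with under 5 TPM in their higher library past the rule and 1.37% of those with at least 10 TPM, so low TPM goes with more calls. A second test, put in its place after that result was seen, compared gene types at 1 level of TPM. Of protein-coding genes with under 5 TPM in their higher library 2.61% passed the rule, and 16.3% of other features at that level did. So the level of TPM alone does not account for the excess of other features. TPM is scaled by transcript length, so at 1 level shorter features rest on fewer reads. Scatter from few reads therefore cannot be excluded as the cause. Overlap with the exons of another gene is not the whole cause. Over 10% of the exonic bases lay in such exons for 30.8% of annotated features past the rule, against 24.1% of the other features. Reads shared between near-identical copies may contribute. With under 5 TPM, 28.8% of pseudogenes and small RNAs passed the rule and 11.1% of lincRNA and antisense genes did. Length was not matched here either, so scatter from few reads may enter this difference as well. No biological explanation was tested for this pattern.

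GYS1, which encodes muscle glycogen synthase, had the highest TPM of all genes outside the mitochondrial genome, 32240 in PLC-8024-Vec and 30448 in PLC-8024-RALYL. It lies on chromosome 19 of GRCh38 from 48968125 to 48993310, next to FTL (48965301 to 48966878), the ferritin light chain gene, which came next with 8329 and 8016 TPM. Whether reads of other genes or an error of assembly enter the value of GYS1 was not tested, so it is given only as listed. Both genes were named after their values were seen.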
